# Tamoxifen-Induced Apoptosis of MCF-7 Cells via GPR30/PI3K/MAPKs Interactions: Verification by ODE Modeling and RNA Sequencing

**DOI:** 10.3389/fphys.2018.00907

**Published:** 2018-07-11

**Authors:** Milad Rouhimoghadam, Shahrokh Safarian, Jason S. Carroll, Nader Sheibani, Gholamreza Bidkhori

**Keywords:** tamoxifen, GPR30, ODE modeling, RNA sequencing, apoptosis, MCF-7

## Abstract

Tamoxifen (Nolvadex) is one of the most widely used and effective therapeutic agent for breast cancer. It benefits nearly 75% of patients with estrogen receptor (ER)-positive breast cancer that receive this drug. Its effectiveness is mainly attributed to its capacity to function as an ER antagonist, blocking estrogen binding sites on the receptor, and inhibiting the proliferative action of the receptor-hormone complex. Although, tamoxifen can induce apoptosis in breast cancer cells via upregulation of pro-apoptotic factors, it can also promote uterine hyperplasia in some women. Thus, tamoxifen as a multi-functional drug could have different effects on cells based on the utilization of effective concentrations or availability of specific co-factors. Evidence that tamoxifen functions as a GPR30 (G-Protein Coupled Receptor 30) agonist activating adenylyl cyclase and EGFR (Epidermal Growth Factor Receptor) intracellular signaling networks, provides yet another means of explaining the multi-functionality of tamoxifen. Here ordinary differential equation (ODE) modeling, RNA sequencing and real time qPCR analysis were utilized to establish the necessary data for gene network mapping of tamoxifen-stimulated MCF-7 cells, which express the endogenous ER and GPR30. The gene set enrichment analysis and pathway analysis approaches were used to categorize transcriptionally upregulated genes in biological processes. Of the 2,713 genes that were significantly upregulated following a 48 h incubation with 250 μM tamoxifen, most were categorized as either growth-related or pro-apoptotic intermediates that fit into the Tp53 and/or MAPK signaling pathways. Collectively, our results display that the effects of tamoxifen on the breast cancer MCF-7 cell line are mediated by the activation of important signaling pathways including Tp53 and MAPKs to induce apoptosis.

## Introduction

Breast cancer is the second leading cause of cancer death in the United States in women after lung cancer (Holt, 2010). Clinically, breast cancer is categorized as ER-alpha positive and ER-negative (Haldosen et al., 2014), which dictates the treatment options. The GPR30 receptors are well-known members of the large family of GPCR (G protein–coupled receptors) receptors whose sequences are located in the 7P22.3 of human genome (Albanito et al., 2008). These receptors are structurally different from estrogen receptors (ER) and are expressed extensively within early mammary tumors and in breast cancer cell lines (Prossnitz et al., 2008; Prossnitz and Barton, 2009). Activation of the GPR30 signaling cascade mediates the non-genomic route of estrogen hormones and stimulates the PI3K/Akt and MAPK (Mitogen-Activated Protein Kinase) signaling intermediates. Thus, this pathway controls different cellular processes that can culminate in cell proliferation, migration, differentiation, and apoptosis (Filardo et al., 2000; Ge et al., 2012; Luo et al., 2012). Besides interacting with estrogenic hormones, the receptor GPR30 also has a tendency to bind a number of anti-estrogenic compounds such as tamoxifen and ICI182780 (Thomas et al., 2005).

Tamoxifen is a non-steroidal compound that is used extensively in patients with ER+ breast cancer. In addition to its beneficial effects in reducing metastasis, tamoxifen can also lower the risk of death from breast cancer (Jordan, 2006; Jordan and O’Malley, 2007). Studies have shown that at low concentrations, tamoxifen represses the cell cycling process, while at higher concentration it induces cell apoptosis (Osborne et al., 1983; Perry et al., 1995; Chen et al., 1996; Otto et al., 1996).

Activation of the GPR30 signaling pathway can stimulate the PI3K and MAPK signaling pathways. In this way, after binding of the ligand to the GPR30 receptor, the subunit Gα separates from the subunit Gβγ, and can activate the adenylyl cyclase and phospholipase C. The Gβγ subunit itself activates the Src-like tyrosine kinase protein, which induces the phosphorylation of Shc protein and activates the matrix-metalloproteases (MMPs). The activated MMPs trigger the transactivation of EGFR receptor by cleaving the HB-EGF (Heparin Binding EGF) in the membrane, and ultimately releasing EGF. This leads to temporary activation of ERKs, which subsides after the signal diminishes (Luttrell et al., 1999; Filardo et al., 2000; Filardo, 2002).

The Ras/Raf/ERKs signaling pathway is one of the most commonly deregulated pathways in a variety of tumors. Many studies have shown that, depending on the duration and its subcellular localization, ERK activity controls various cellular responses such as proliferation, migration, differentiation, and apoptosis (Murphy and Blenis, 2006). Apoptosis is triggered by certain conditions including hyperactivity of ERKs. Interestingly, active ERK can be located within the mitochondrial membrane and facilitate the cytochrome c entrance into the cytoplasm by disrupting the mitochondrial membrane (Leeman et al., 2006). Also, the MEK/ERKs pathway activity can upregulate the pro-apoptotic members of Bcl-2 family such as Bax, PUMA, and Bak as well as down regulate the anti-apoptotic members of the family such as Bcl-2 and Bcl-XL (Li et al., 2007; Liu et al., 2008; Panaretakis et al., 2008). In addition, ERK-dependent over-activation of Tp53 protein leads to phosphorylation of serine 15 residue in Tp53, and inhibits the Mdm2 interaction with Tp53. This results in accumulation of Tp53. Studies have shown that ERK can phosphorylate threonine 55 residue of Tp53, increasing its binding to DNA and down regulating Bcl-2 gene expression (Persons et al., 2000; She et al., 2000). Overall, these data suggest that sustained ERK activity in some cellular regions is not tolerated and leads to different forms of cell death (Cagnol and Chambard, 2010).

In the current study, we aimed to simulate the GPR30/PI3K/MAPK/STAT signaling pathway in normal and cancer cells by the use of ordinary differential equation (ODE) modeling. In addition, we planned to show that MAPK activation pattern is different between normal and cancer models. We also assessed the activity of ERK in tamoxifen-treated and untreated cells using RNA-sequencing and real time RT-PCR (qPCR) methods. The expression level of the known apoptosis signaling intermediates were examined in the MCF-7 cells incubated with tamoxifen to ascertain the relationship between tamoxifen-induced MAPK signaling pathway and induction of apoptosis in these cells.

## Materials and Methods

### Materials

Roswell Park Memorial Institute Medium 1640 (RPMI 1640), tamoxifen citrate salt, 3-[4,5-dimethylthiazol-2-yl]-2,5-diphenyl tetrazolium bromide (MTT) and Dimethyl sulfoxide were all obtained from Sigma (United States). Fetal bovine serum (FBS) was from Invitrogen (United States). Annexin-V-FLUOS Staining Kit, TriPure Isolation Reagent, Streptomycin and penicillin, Propidium Iodide (PI) kit, 4,6-diamidino-2-phenylindole (DAPI) kit were provided from Roche (Germany). RealQ Plus Master Mix Green was provided from Ampliqon (Denmark). cDNA generation was carried out with RevertAid First Strand cDNA Synthesis kit by Thermo Scientific (United States).

### Computational Modeling of Signaling Pathway

Modeling is one of the branches of system biology, which is able to simulate a simple or a series of related reactions within an organism based on mathematical equations. Using this approach, the biological events could easily transform into quantitative data and subsequent analysis. ODE is one of the most widely used methods for modeling a bionetwork. In general, the ODE relationship represents how the concentration of a substrate changes over time (Kitano, 2002; Kirschner, 2005; Bidkhori et al., 2012).

One of the most exciting developments in signal transduction research is the use of mathematical models and computer simulation in the field of pharmacology and drug discovery. Signal transduction networks are largely composed of proteins which can interact, move to specific cellular locations, or be modified or degraded. An advantage of ODE models is that they describe the rate of change of continuous variables which used for modeling dynamical systems in several areas (Eungdamrong and Iyengar, 2004; Chen et al., 2010; Hughey et al., 2010). In this work, mass-action laws are used to model the dynamics of systems of chemical reactions, that is, reaction networks.

For example, a substrate (S) is converted to the product (P) with a constant rate (k1) that can be calculated by the Mass Action Equation:

$$S\overset{k1}{\to }P\,v=k1\left[S\right]$$

This relationship shows a first-order reaction and indicates the direct linkage between the reaction velocity (V) and the first potential substrate concentration. In fact, the higher concentration of substrate boosts the reaction rate and substrate consumption resulting in faster production of the product (P) (Chaudhury and Igoshin, 2010; Chen et al., 2010). According to the above equations, the differential relations for substrate and product will be as follows:

$$\frac{d\left[S\right]}{dt}=-k1[S]or\,\frac{d\left[P\right]}{dt}=k1\left[S\right]$$

To model the above reaction, it is important to know the initial concentration of the substrates and the products. Plus, quadratic reactions may also exist in these relationships. Thus, in these cases the reactions have a direct relationship with the concentration of two reactants. For modeling and simulating above reaction, it is necessary to know S and P initial values. The reaction above is called a first-order reaction. In such reactions, the rate is relational to the value of a single reactant. On the other hand, a second-order reaction is relational to the square of the value of an individual reactant or two reactants:

$$S+R\overset{k2}{\to }P\,and\,v=k2[S]\left[R\right]$$

k1 and k2 are defined in S^-1^ and μM^-1^S^-1^ dimensions respectively.

Our proposed model for the GPR30/EGFR/PI3K/STAT signaling pathway is based on an ODE modeling, which includes 128 species, 143 reactions, 213 parameters and 1 rule. In **Supplementary Table S1**, reactions are shown for this signaling pathway. To simulate the ODE15s routine, the MATLAB 7.9.0 was used to determine the differential equations. The systems biology markup language (SBML) of our models is provided in **Supplementary File S1** (untreated model) and **Supplementary File S2** (tamoxifen-treated model). SBML is a computer-readable XML format for representing models of biochemical reaction which allows models of arbitrary complexity to be represented.

The following relationship is an example of the assessment of simulated reactions using the ODE method in this paper:

Akt + PIP3 ​⇄kr1k1​​​​ Aktm

$$\text{v = k1}[\text{Akt}][\text{PIP3}]-{\text{k}}_{\text{r}}1\left[\text{aktm}\right]$$

Where k1 is the rate constant for the forward direction and kr1 is for the reverse one.

### Cell Culture and Treatment

Human breast cancer cell line, MCF7 cells (ATCC^®^ HTB-22^TM^), were purchased from Iranian Biological Resource Center (Tehran, Iran). Cells were cultured in RPMI-1640 medium (Sigma, United States) containing 100 μg/ml penicillin, 100 μg/ml streptomycin, 2 mM glutamine, 10% heat-inactivated FBS (Invitrogen, United States), and incubated at 37°C in a humidified 5% CO2 incubator. Heat-inactivation (heating to 56°C for 30 min) is done to inactivate complement, a group of proteins present in sera that are part of the immune response. This is sometimes important for cells that will be used to prepare or assay viruses, or cells that are used in cytotoxicity assays or other systems where complement may have an unwanted influence. In our work, heat-inactivated serum was used in the experimental medium in order to inactivate complement and diminish the content of estrogens. According to MTT assay, the LC50 of tamoxifen after 48 h was determined as 250 μM. Tamoxifen was dissolved in DMSO and then added to culture medium to the final desired concentration based on the determined LC50 and filtered. Cells (at 80% confluency) were incubated with freshly prepared drugs for 48h in a humidified incubator before being trypsinized and washed with phosphate-buffered saline three times and stored at -70°C.

### MTT Assay (Cytotoxicity/Viability Assay)

Cell viability was assessed after tamoxifen treatment using the 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT). Twenty microliter of 0.5-mg/mL concentration of MTT stock (diluted in PBS, pH 7.2) was added to the culture medium and cells were incubated at 37°C with 5% CO2 for 3 h. Next, the cells were incubated with 200 μl of dimethyl sulfoxide (DMSO; Sigma) for an additional 5 min, and their viability was measured using a microplate reader (Rayto-China) at 570 nm. The MTT assays were performed at least three times for each concentration of drug and the percentage of surviving cells relative to control (untreated sample) was determined.

### Quantification of Cell Cycle Distributions and Apoptosis by Flow Cytometry

Flow cytometry was used for the evaluation of apoptosis in treated cells. Annexin V-FITC and propodium iodide (PI) staining was performed using Annexin-V-FLUOS and PI staining kit, followed by flow cytometry using a Becton Dickinson instrument (United Kingdom). Cells were incubated with 250 μM of Tamoxifen for 48 h. Cells (10^6^) were washed in PBS and suspended in 100 μl Annexin/PI buffer (20 μl of each Annexin and PI buffer in 1 ml of incubation buffer) for 10–15 min at 25°C. After dilution in 500 μl of incubation buffer, fluorescence was measured at excitation and emission wavelengths of 518 and 617 nm, respectively. Cell cycle distribution was determined using the DAPI staining kit. Cells (5 × 10^5^) were incubated with 1 ml of fluorochrome solution (10 μg/ml, DAPI; and 6% triton X-100 in PBS) in the dark for 30 min at 4°C. Fluorescence was recorded at excitation and emission wavelengths of 359 and 461 nm, respectively, using the Becton Dickinson flow cytometer. Data was analyzed on 2-dimensional curves (number of cells against area under the peak), using FlowJo software.

### RNA Extraction

Total RNA was extracted from the cells using TriPure Isolation Reagent (Roche Diagnostics GmbH, Germany) according to the kit’s protocol. To avoid genomic DNA contamination, the RNA samples were treated with DNase for one hour. The RNA concentration was measured using a Nano drop ND-1000 spectrophotometer (Nano drop Technologies), and the purity was assayed by measuring the A260/A280 ratio, which was expected to be 1.8–2.0.

### cDNA Library Construction and RNA Sequencing

Following RNA isolation, creation of an RNA-seq library is the next step in transcriptome sequencing. The preparation of intended cDNA libraries and paired-end sequencing were performed by the Beijing Genome Institute (BGI), China. In total, four cDNA paired-end libraries were generated for transcriptome sequencing on Illumina HiSeqTM 2000 platform.

Briefly, rRNA depletion methods were used for library construction. Based on the protocol, after rRNA depletion all other RNAs with or without the polyA sequence were subjected to adaptor ligation. The adapter-ligated templates were purified by the Agencourt AMPure SPRI beads and fragments with insert size about 200 bp were excised and used to synthesize the first strand cDNA. The second-strand cDNA was synthesized using dNTPs, RNaseH and DNA polymerase I. Suitable fragments were amplified by ligation-mediated polymerase chain reaction (LM-PCR), purified, and hybridized to the SureSelect Biotinylated RNA Library (BAITS) for enrichment. Hybridized fragments were bound to the streptavidin beads whereas non-hybridized fragments were washed out after 24 h. Captured LM-PCR products were subjected to Agilent 2100 Bio analyzer to estimate the magnitude of enrichment. Each captured library was then loaded on HiSeq 2000 platform, and subjected to high-throughput sequencing for each captured library independently to ensure that each sample met the desired average fold-coverage. Raw image files were processed by Illumina base calling Software 1.7 for base calling with default parameters and the sequences of each individual were generated as 90 bp paired-end reads. The obtained raw data were subjected to the GO analysis (version 6.8, 2016) and KEGG mapping for pathway analysis of the screened DEGs. The data discussed in this publication have been deposited in the Gene Expression Omnibus (GEO) database, https://www.ncbi.nlm.nih.gov/geo and are accessible through GEO Series accession number GSE115737.

### Reverse Transcription and Quantitative Real-Time PCR Analysis (RT-qPCR)

RNA samples (2 μg) were subjected to cDNA synthesis by the RevertAid First Strand cDNA Synthesis kit. The cDNA samples were amplified using the RealQ Plus Master Mix Green Kit with QIAGEN’s real-time PCR cycler, the Rotor-Gene Q with an initial denaturation at 95°C for 15 min followed by 45 cycles each 95°C for 15 s, 62°C for 10 s, and 72°C for 20 s. Relative expression abundance of targets were determined by Relative expression software tool (REST) for group-wise comparison and statistical analysis of relative expression results in real-time PCR.

### Statistical Analysis

Distribution and quality of the RNA-seq data sets were assessed using various statistical methods. Using the formula: Phred Quality (Q) score = -10log2E, the error rate of data sets was calculated (E stands for error rate). Guanine-cytosine (GC) pairs distribution were determined and the homogeneity of the sequences was confirmed. The unwilling raw reads were excluded from subsequent analysis including adaptor sequences, reads with low quality, raw reads contain more than 20% N bases or those with more than 50% N bases that achieved the Q-score above the 20.

The Cufflinks software (version 2.2.1, 2014) was applied to evaluate the expression level of intended genes. The expression score was calculated by the formula: RPKM = total exon reads/mapped reads in millions × exon length in kb, which RPKM stands for reads per kilobase of transcript per million mapped reads. Also, using the DESeq software (version 1.12.1, 2016) the difference between experimental groups was analyzed.

Comparisons between the groups were made by a one-way analysis of variance (ANOVA) followed by an appropriate *post hoc* test to analyze the difference. All data are represented as the mean ± SD (Standard deviation). The *P*-values correction was done by the Benjamini–Hochberg multiple testing. Statistical significance was achieved when *P* and *q* values were <0.05. All statistical analyses were performed with IBM SPSS Statistics software version 22 (IBM, United States).

## Results

### Construction of a Model for ERK Activation Through GPR30 Axis

The designed signaling network for normal cells is modeled based on the experimental evidences and previous models of the EGFR, PI3K, STAT and GPCR signaling pathways (Schoeberl et al., 2002; Yamada et al., 2003, 2004; Sasagawa et al., 2005; Heitzler et al., 2012). This network consists of four main pathways (**Figure 1**), which play important roles in cell proliferation, differentiation, and apoptosis. These pathways are activated through two ligands alongside the two axes: 1- through the EGF binding to EGFR, and 2- via tamoxifen binding to GPR30 (**Supplementary Table S1**).

**FIGURE 1:**
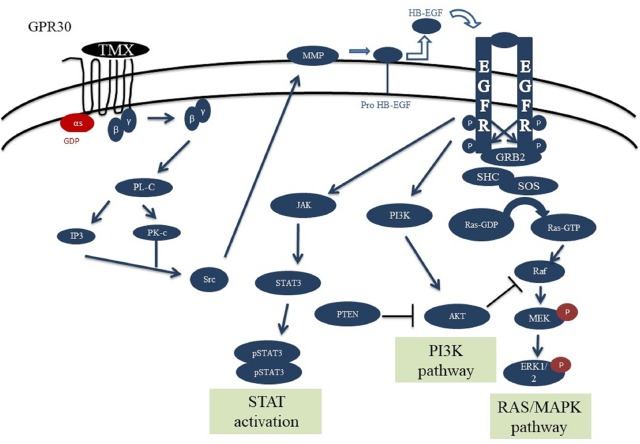
Schematic overview of the GPR30/EGFR/PI3K/STAT signaling axis. This network consists of the interaction between GPR30/PI3K/MAPK/STAT pathways. Initial stimulation by tamoxifen causes activation of GPR30 receptors and activation of PLC by releasing the Gβγ subunit which can trigger ERK activation. Also, src can activate MMPs which can convert HB-EGF to EGF. EGF can bind and activate EGFR, causing receptor dimerization and cross-phosphorylation of tyrosine residues in the intracellular domains. The activated EGFR axis can phosphorylate ERK and through that regulates various cell processes. PI3K and JAK can be recruited to cell membrane by interaction with EGFR phosphotyrosine docking sites. PI3K subsequently causes AKT activation and regulates cell growth and survival. Activation of STAT dimers by JAK play a key role in controlling cell growth and survival. Since JAK-STAT signaling can allow the transcription of genes involved in cell division, one potential effect of excessive JAK-STAT signaling is cancer formation.

After binding of EGF to EGFR, the receptor is formed into the hetero- or homo-dimeric state, which leads to auto phosphorylation of tyrosine resides including pY992, pY1068 and pY1173 at the C-terminal region (Walton et al., 1990). Proteins such as Grb2, Shc and STAT can bind to the phosphorylated tyrosine residues. Following C-terminal phosphorylation of EGFR, the Shc protein is bound and provokes Grb2 and SOS accumulation. Grb2 can interact with the receptor alone and invoke SOS recruitment. SOS then converts Ras-GDP into Ras-GTP, which is the active form of Ras. The Ras-GTP binds to the serine/threonine kinase Raf and activates it. Subsequently, Raf stimulates MEK (MAP kinase kinase) via phosphorylation. The activated MEK phosphorylates ERK and through that regulates various cell processes such as cell growth or death (Marais et al., 1995; Wiley et al., 2003; Steelman et al., 2011).

The PI3K has a regulatory subunit (85 kDa) along with a catalytic subunit (110 kDa). After phosphorylation and activation of EGFR, the regulatory subunit connects to the phosphorylated tyrosine residue, then catalytic subunit is bound to the regulatory unit and induces the membrane Phosphatidylinositol 4,5-bisphosphate [PI(4,5)P2] conversion into the Phosphatidylinositol (3,4,5)-trisphosphate [PI(3,4,5)P3]. Next, the PI3,4,5P3 binds and stimulates the PDK1 protein to phosphorylate AKT. AKT regulates cell growth and survival in a direct or an indirect manner. Negative adjustment of PI3K as well as deactivation of AKT are accomplished by the protein phosphatase PTEN, which converts PI(3,4,5)P3 into PI(4,5)P2 and subsequently causes AKT suppression (Franke et al., 1997; Silva et al., 2008).

Signal transducer and activator of transcription are specific transcription factors that act as downstream effectors in the cytokine and growth factor receptors signaling pathways. STAT proteins can directly bind EGFR via their SH2 domains and form active phosphorylated dimers. STAT dimers play a key role in controlling cell growth and survival by regulation of the target genes (Leeman et al., 2006; Mertens and Darnell, 2007).

The other axis of our model consisted of the GPR30 receptor signaling pathway. The GPR30 is activated by binding of the tamoxifen and boosts the activation of PLC by releasing the Gβγ subunit. PLC stimulates the IP3 and DAG production from the membrane PI(4,5)P2. Both IP3 and DAG activate PKC, which can trigger ERK activation. The suppression of GPCR (GPR30) is mediated by phosphorylation with the GRK. The phosphorylation of GPR30 by GRK causes binding of β-arrestin protein to the receptor and internalization of the formed complex. This complex is separated into its constituent elements in the endosomes environment with low pH, and the receptor subunit returns to the cell membrane after dephosphorylation. Studies show that GRK families have different variants, as some of them cause the formation of a complex and evoke the β-arrestin 2 factor, which mediates the phosphorylation of ERKs independent of the GPR30 receptors (Heitzler et al., 2012).

### ODE Modeling and Comparison of ERK Activity in the Experimental Groups

ERK is a known pro-survival factor that can also have pro-apoptotic role in cancers. Extensive ERK activity has been observed in 84% of prostate cancer patients, 91% of head and neck cancer cases, 67% of gastric cancers, and 72% of the breast cancer population. However, others have shown that sustained ERK activity can lead to apoptosis (Gioeli et al., 1999; Gee et al., 2001; Murphy and Blenis, 2006). Also, P-ERKs have been reported in 48% of renal and 58% of hepatocellular carcinoma cancerous samples, respectively (Oka et al., 1995; Ito et al., 1998). Our computational modeling showed that stimulation of GPR30 with tamoxifen, changed ERK activity in MCF-7 cells (**Supplementary Table S1**). As already demonstrated in **Figure 2**, the concentration and stability of the phosphorylated ERKs were significantly greater in the tamoxifen-treated group than the control group. Moreover, our simulation results demonstrate that enhanced activity of GPR30 signaling pathway has a considerable effect on MAPK pathway. Next, we took advantage of RNA sequencing and qRT-PCR methods in order to describe that MAPK pathway may play an important role in inducing apoptosis in MCF-7 cells.

**FIGURE 2:**
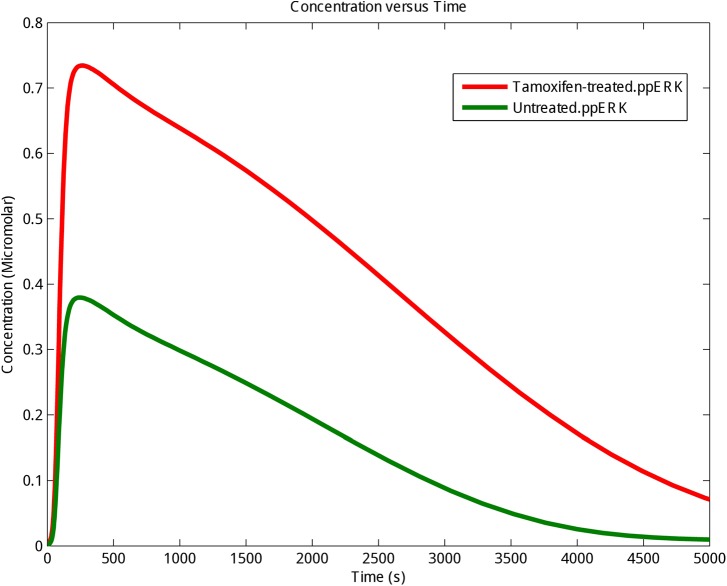
The kinetics of phosphorylation and activation of ERK protein. The activating phosphorylation of ERK (ppERK) was enhanced under tamoxifen stimulation. Control (Untreated cells): Green graph; Tamoxifen-treated cells: Red graph.

Finally, sensitivity analysis as a commonly used approach that studies the response of system variables to changes in parameter values, and can therefore be used to identify the key reactions and species was carried out for PI3K, Raf1 active, ppMEK and ppERK in the presence of tamoxifen. As shown in **Figure 3** ppERK is more sensitive than PI3K, Raf1 active and ppMEK in simulated model.

**FIGURE 3:**
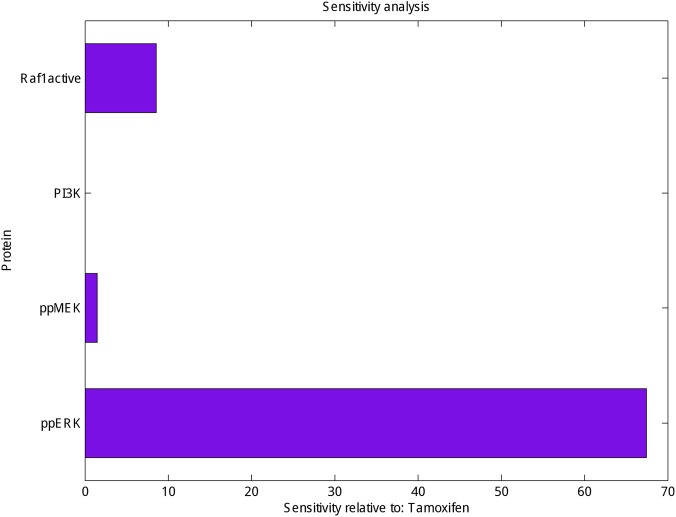
Sensitivity analysis of Raf1 active, PI3K, ppMEK and ppERK. Calculation the sensitivity of Raf1 active, PI3K, ppMEK and ppERK (*X*-axis) with respect to tamoxifen (*Y*-axis) which represented the highest sensitivity for ppERK.

### Incubation of MCF-7 Cells With Tamoxifen Results in a Dose-Dependent Decrease in Viability

The metabolic activity of MCF-7 cells was investigated based on the activity of enzyme succinate dehydrogenase. To accomplish this, the MTT method was used to determine the relative viability of the cells 48 h after incubation with different concentrations of tamoxifen (60–460 μM), with a goal of inducing cell apoptosis. **Figure 4** shows a 50% decrease in the viability of the cells incubated with 250 μM of tamoxifen.

**FIGURE 4:**
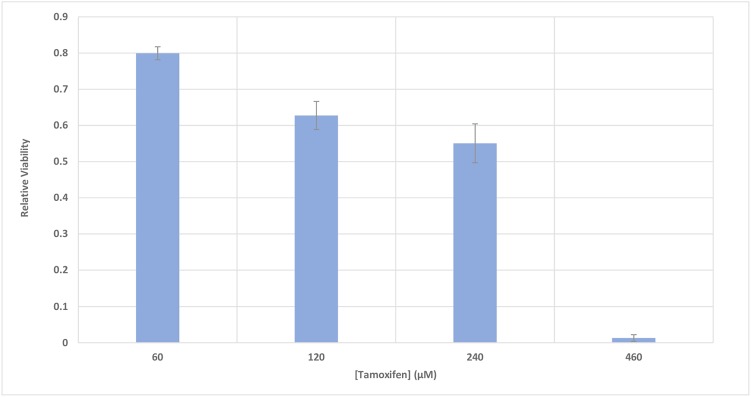
The relative viability of MCF-7 cells incubated with various concentrations of tamoxifen. The viability of the treated cells is shown to be different from the control in the presence of different concentrations of tamoxifen (60–460 μM). The incubation time of the treatments was 48 h. It can be seen that 50% decrease in the viability of the cells can be achieved approximately with 250 μM of tamoxifen and this is utilized in conjunction with all treatments here for induction of apoptosis in the cells.

### Induction of Apoptosis in MCF-7 Cells Incubated With Tamoxifen

Apoptosis induction was investigated using Annexin V and PI staining. The stained cells were classified into 4 groups, including Q1: Necrotic cells (Anx^-^, PI+), Q2: Late apoptotic cells (Anx+, PI+), Q3: Early apoptotic cells (Anx+, PI^-^) and Q4: Normal cells (Anx^-^, PI^-^). Incubation of MCF-7 cells with 250 μM tamoxifen resulted in their accumulation mainly in the Q2 region. The late stage in apoptotic cells showed accumulation of PI in the nucleus, and exposure of the phosphatidylserines in the outer leaflet of plasma membrane. This indicates that after 48 h, the number of the cells in late apoptotic phase had a significant increase from 0.045% in the control to 45.7% in cells incubated with tamoxifen. Therefore, induction of apoptosis was confirmed in MCF-7 cells incubated with tamoxifen (**Figure 5**).

**FIGURE 5:**
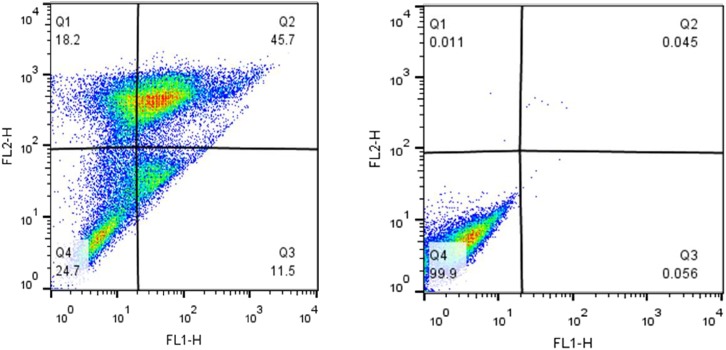
The impact of tamoxifen on apoptosis of MCF-7 cancer cells. Quadrants were drawn based on FSC/SSC plot in the untreated cells. Percent apoptosis was determined using two dimensional plot of PI (PI, *Y*-axis) and Annexin V-FITC (*X*-axis). **(Left)** Treated cells with a single dose of tamoxifen (250 μM), and **(Right)** the untreated control. Different cellular distributions are shown in the quadrants, Q1, necrotic cells; Q2, late apoptotic cells; Q3, early apoptotic cells; and Q4, normal cells.

### Cell Cycle Assessments

Our studies did not show any significant changes in the cellular distributions during different phases of the cell cycle (G1, S, G2) compared with control. Thus, emphasizing that the 50% decrease in cell viability after 48 h of incubation with tamoxifen did not originate from cell cycle arrest (**Figure 6**). Incubation of the cells with tamoxifen resulted in a 10% increase in the S phase and 6% in the G2 phase populations. These results suggest that the tamoxifen mediated reduced cell viability is not mediated by cell cycle arrest.

**FIGURE 6:**
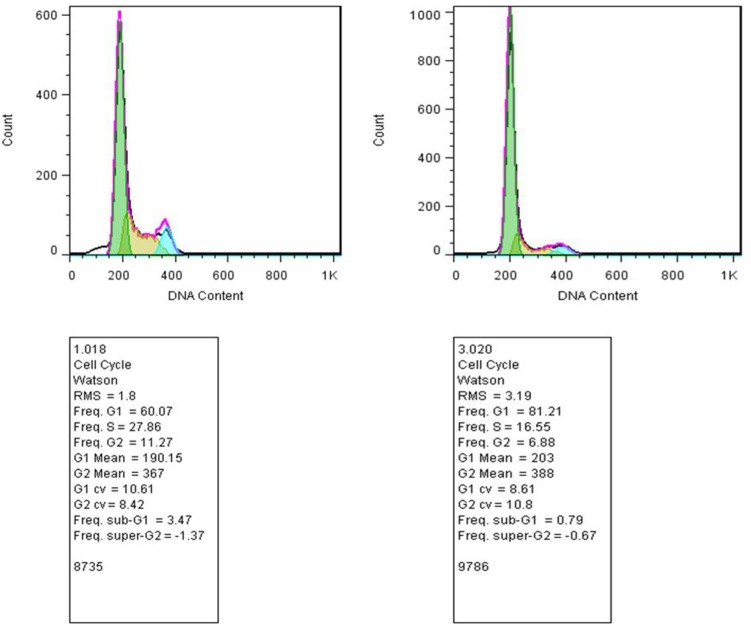
Study of the cell distribution in different cell cycle stages. **(Left)** MCF-7 cells incubated with tamoxifen, and **(Right)** control cells. The bell-shaped curves from left to right correspond to the G1, S, G2/M phases of the cell cycle in the control and cells incubated with tamoxifen. Incubation of cells with tamoxifen did not significantly shift the distribution of the cells in different phases of the cell cycle compared with control. As in the treated group, there were minor increases, about 10 and 6%, in the S and G2 phases of the cell cycle, respectively.

### Quality Evaluation of RNA Sequencing Data and Read Mapping

*Q*-score analysis showed that the quality of RNA-seq data had the required standards and can be used for further analysis. In addition, the N-base content was at the acceptable range of sequence data and well filtrated for further analysis. For RNA sequencing contents, we prepared two cDNA libraries (each consisted of two biological replicates) of tamoxifen-treated MCF-7 cells and control group. 

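The cells were MCF-7, an estrogen receptor-positive line derived from a human breast carcinoma, and tamoxifen is a selective modulator of the estrogen receptor that the paper also treats as an agonist of GPR30. Of the 4 libraries, 2 came from cells incubated with 250 µM tamoxifen for 48 h and 2 from untreated cells. Tamoxifen was dissolved in DMSO, and the methods name no vehicle for the untreated cells. The paper reports lower viability and more late apoptotic cells at this dose. An effect of DMSO or of dying cells therefore cannot be told apart from one of tamoxifen. By the paper's methods, ribosomal RNA was depleted, RNA with or without a polyA tail was kept, fragments were captured on biotinylated RNA baits, and pairs of reads were sequenced. Table 1 of the paper gives 31.4 M and 39.3 M reads for the untreated and 33.3 M and 26.9 M reads for the tamoxifen-treated libraries. In the same table the share of read pairs aligned at a single place was 36.9 and 39.1% in the untreated libraries and 26.5 and 35.0% in the tamoxifen-treated libraries. The authors quantified expression with Cufflinks 2.2.1 and compared the groups with cuffdiff and DESeq 1.12.1. Their deposited table has the columns of cuffdiff, with 1 FPKM (fragments per kilobase of transcript, scaled to the mapped fragments) for each group, a p-value and a q-value for 64995 loci, of which 24444 were tested. The values of the single libraries were not used here, so no standard deviation and no test between replicates stands beside these values, and the test is that of the authors. A locus is called higher or lower where the authors' q is under 0.05, and the log2 ratio is that of tamoxifen-treated over untreated cells after adding a pseudocount of 1 to both FPKM, which understates the change of weakly expressed genes. Lists of genes were fixed before the deposited data were examined, but with the paper and parts of its Tables S2 and S3 already seen. Lists that hold genes the paper names are therefore not blind to its results. Each list was given a one-sided Fisher's exact test against the tested loci that carry a gene name, adjusted by Benjamini-Hochberg over 34 lists and both directions. For each list the median log2 ratio was also given as a percentile among 10000 random lists of loci with similar mean FPKM. Both treat genes as independent, which genes regulated together are not. Neither measures spread between replicates, so that a very small adjusted p overstates the evidence. Counts adjusted over the list alone apply Benjamini-Hochberg to the authors' p-values of the list. The scaling of the groups matters for small changes, since the median log2 ratio of loci with an FPKM of at least 1 in either group was -0.16 and the upper quartiles of the tested loci differed by a log2 ratio of 0.32. Coordinates are those of the locus as deposited, which can span neighboring genes, as for EGR3 and TNFRSF10B, which are listed with the same span. They follow GRCh38, while the submitters' processing notes name Bowtie 0.12.2 and the mouse build mm9. Of 28911 Ensembl gene identifiers in the table that GENCODE 29 also holds, 28890 lay on the same chromosome of GRCh38.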

The libraries were sequenced using the Illumina HiSeq platform technology (BGI, China) and in total, 130,791,283 raw reads were obtained. After removing adapters and low-quality readings, we obtained 122,193,815 usable reads (**Table 1**). Next, the refined data were aligned with the human genome.

**Table 1:** Evaluation of valid reads mapped to the reference genome of each sample.

	Sample name	All reads	Concordantly 1	Concordantly more 1	Discordantly 1	Discordantly more 1	Overall alignment rate
1	Untreated-1	31352452	11554043	14362527	980616	2715057	89.34%
2	Untreated-2	39295796	15364770	17495732	1241430	2785415	90.08%
3	Tamoxifen-treated-1	33269977	8829978	16689260	1157647	3948253	84.97%
4	Tamoxifen-treated-2	26873058	9399729	12375253	920064	2374041	87.91%

### Differentially Expressed Genes (DEGs)

The cuffdiff and DESeq programs were used to determine the DEGs in tamoxifen-treated and untreated cells. The gene expression levels were considered statistically meaningful if *q*-values were <0.01. 

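ALG14, which takes part in building the sugar chains of glycoproteins in the endoplasmic reticulum, had the largest rise among the called loci with a single gene name and an FPKM of at least 10 in the higher group. It lies on chromosome 1 of GRCh38 from 94974407 to 95072945, and its FPKM was 0.63 in untreated and 91.6 in tamoxifen-treated cells, a log2 ratio of 5.83 with q = 0.00227 in the authors' deposited table. HMOX1, the heme-degrading enzyme heme oxygenase 1, rose from 0.997 to 56.7 FPKM, DNAJB9, a co-chaperone of the endoplasmic reticulum, from 8.72 to 278, and MT2A, a metal-binding metallothionein, from 104.5 to 2659. The chaperones HSPA5 (log2 ratio 4.03), DNAJB1 (4.19) and HSPH1 (3.97) were among the 10 largest rises as well. The largest fall was that of the transcription factor gene EGR3 on chromosome 8 from 22687659 to 23083619, from 214 to 4.83 FPKM (log2 ratio -5.21, q = 0.000679 in the authors' deposited table). FOSB and FOS, which encode subunits of the transcription factor AP-1, fell from 213.9 to 6.35 and from 1072 to 52.5 FPKM. CTGF, a secreted matrix-associated protein, fell from 112.1 to 3.09 FPKM, ITGB6, an integrin subunit, from 70.8 to 1.53, and GJA1, the gap junction protein connexin 43, from 41.0 to 1.08. Among loci with a single gene name, MTRNR2L12, a nuclear copy of a mitochondrial ribosomal RNA sequence, was the most abundant in both groups, at 13340 and 15701 FPKM. GAPDH and EEF1A1 came next in untreated cells, and the noncoding RNAs RMRP, RN7SL5P and SNORD3A, at 8129, 7996 and 7145 FPKM, in tamoxifen-treated cells. The 13 protein genes of the mitochondrial genome are listed without expression in either group and were not tested. Reads of mitochondrial RNA placed on MTRNR2L12 therefore cannot be told apart from its own. Loci called higher or lower made up 19.3% of those tested in the authors' deposited table, and 57.6% of them were higher. That share moved to 64.3% over loci with a single name and to 53.2% over loci with at least a 2-fold ratio, settings chosen after seeing the data. An exact 95% binomial interval of 56.2 to 59.0 for the 57.6% treats loci as independent and measures no spread between replicates. The median size of the log2 ratio was 1.24 over the higher loci and 1.58 over the 1997 lower loci. The share of tested loci called higher in the authors' deposited table went from 1.95% at a mean FPKM under 1 to 37.4% at 100 or more, while the share called lower went from 8.36 to 11%. At a q under 0.01 the authors' deposited table calls 3003 loci, 1726 of them higher.

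**Figure D1:**
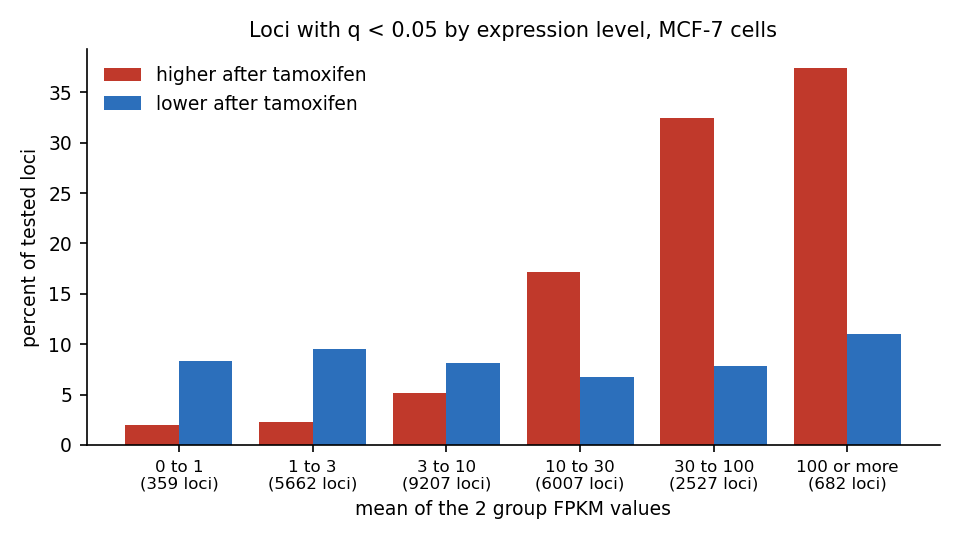
Percent of the tested loci called higher and called lower in tamoxifen-treated against untreated cells, in 6 ranges of the mean FPKM of the groups. The share called higher is 2.26% at an FPKM of 1 to 3 and 32.4% at 30 to 100, and the share called lower stays between 6.76 and 11%.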

The data showed that from 4,710 genes with differential expression levels 2,713 genes were upregulated in tamoxifen-treated MCF-7 cells compared with controls (**Supplementary Table S2**). 

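Each of the 65 genes that the paper counts as apoptotic intermediates was higher in tamoxifen-treated cells, with a median log2 ratio of 1.42. DEDD2, a nuclear protein with a death effector domain, went from 10.6 to 115 FPKM, and SQSTM1, the autophagy receptor p62, from 58.0 to 319. The smallest rise of the list was that of YWHAB, a 14-3-3 adaptor protein, at a log2 ratio of 0.57 (q = 0.048 in the authors' deposited table). The MAP kinase kinase gene MAP2K2 (MEK2) lies on chromosome 19 of GRCh38 from 4090321 to 4124129, and its FPKM was 40.95 in untreated and 69.3 in tamoxifen-treated cells, a ratio of 1.68 on the scale with the pseudocount. MAPK6, which encodes the atypical MAP kinase ERK3, lies on chromosome 15 from 51829628 to 52100523, and its FPKM was 45.6 in untreated and 181.6 in tamoxifen-treated cells, a ratio of 3.92. The q-values of MAP2K2 and MAPK6 were both 0.000679 in the authors' deposited table, which is the smallest q the table holds and is shared by 1801 called loci. The 65 genes were chosen by the study among its own called genes, so that their common direction is not independent evidence, and 47 of them pass a q under 0.01 in the authors' deposited table. DEDD2, SQSTM1 and YWHAB were singled out here after their values were seen.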

A total of 65 genes were apoptotic intermediates, especially in the Tp53 signaling pathway, and some of them including MAP2K2 and MAPK6 are involved in cell growth (**Supplementary Table S2**). In addition, down regulation of RARA, GREB and ESR1 (ER-alpha) genes was observed. These genes have key roles in classic Estrogen signaling pathways (**Supplementary Table S3**), thus, indicating that Tamoxifen can lead to apoptosis and cell death not only via modulation of the classic Estrogen signaling pathway but also by transcriptional activation of growth signaling pathways through GPR30 signaling axis, Next, the DEGs were subjected to functional annotation and qPCR verification.

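ESR1, which encodes estrogen receptor alpha, lies on chromosome 6 of GRCh38 from 151651283 to 152637801, and its FPKM fell from 139.9 in untreated to 13.2 in tamoxifen-treated cells. GREB1, an estrogen-induced cofactor of that receptor, lies on chromosome 2 from 11482341 to 11644689 and fell from 211.9 to 6.98 FPKM. RARA, the retinoic acid receptor alpha, lies on chromosome 17 from 40309192 to 40357643 and fell from 82.3 to 20.2 FPKM. The log2 ratios were -3.31, -4.74 and -1.98, and all 3 genes had q = 0.000679 in the authors' deposited table. Of 25 tested members of a list of 28 estrogen-induced genes, 17 were lower and none was higher in the authors' deposited table (19 lower and 1 higher when adjusted over the list alone). Their median log2 ratio was -1.21, a percentile of 0 among random lists of like expression, and their share of lower calls exceeded that of the named loci (one-sided Fisher's exact test, adjusted p = 1.44e-11). MYB, a transcription factor gene, fell from 19.9 to 1.2 FPKM and TFF3, a secreted trefoil peptide, from 46.9 to 5.87. TFF1, the trefoil peptide also known as pS2, fell from 2683 to 1512 FPKM, and CCND1, which encodes cyclin D1, from 501 to 239.7. SIAH2, a ubiquitin ligase, and SLC9A3R1, a membrane scaffold, had positive log2 ratios of 0.53 and 0.41 but did not pass the test (q = 0.0557 and 0.142 in the authors' deposited table). SLC9A3R1 shares its locus with a microRNA gene, and PGR, the progesterone receptor, was untested at 0.28 and 0.077 FPKM. TFF1, CCND1, SIAH2, SLC9A3R1 and PGR were singled out after their values were seen.

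**Figure D2:**
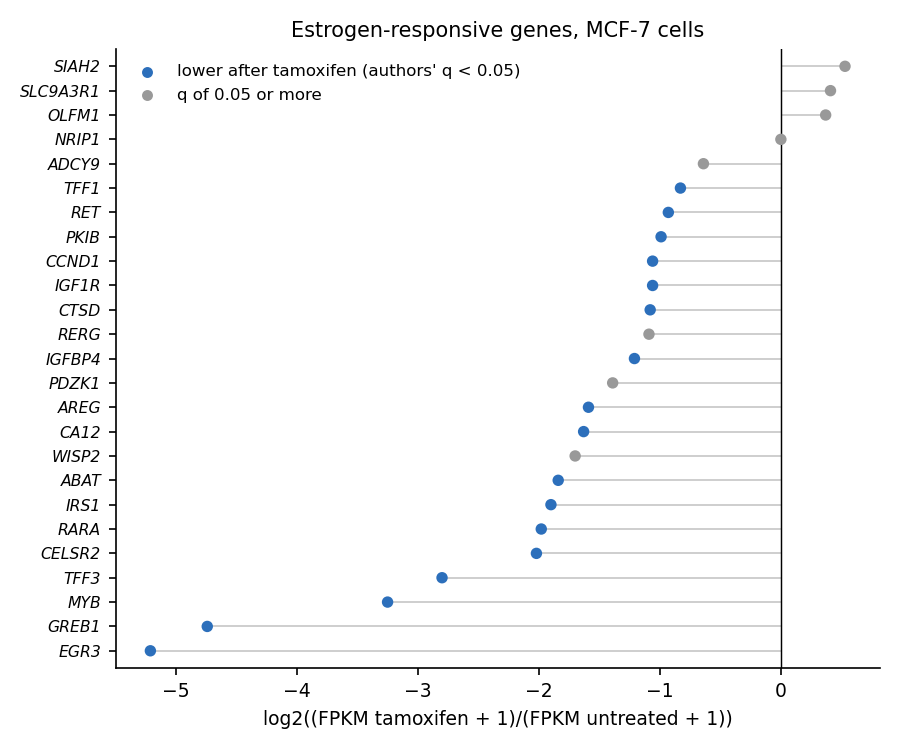
Log2 ratio of tamoxifen-treated over untreated cells for the tested estrogen-induced genes, with each point colored by the call of the authors' deposited table. The 17 genes called lower reach from TFF1 at -0.83 to EGR3 at -5.21, and no gene of the list is called higher.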

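GPER1, which encodes GPR30, lies on chromosome 7 of GRCh38 from 975699 to 1138260, and its FPKM was 4.47 in untreated and 3.96 in tamoxifen-treated cells (log2 ratio -0.14, q = 0.875 in the authors' deposited table). Among 35 genes of GPR30, EGFR, PI3K and JAK/STAT signaling, 32 were tested, of which 4 were higher and 5 lower in the authors' deposited table, with the same counts when adjusted over the list alone. HBEGF, an EGFR ligand released at the cell surface, rose from 1.27 to 6.06 FPKM, and JAK1, a cytokine receptor kinase, SHC1, an adaptor of receptor kinases, and GRK2, a kinase of G protein-coupled receptors, rose with log2 ratios of 0.90, 0.83 and 0.62. EGFR, the epidermal growth factor receptor, fell from 6.85 to 2.54 FPKM, ARRB1, which encodes beta-arrestin 1, from 19.4 to 5.08, and PRKCA, a protein kinase C, from 11.7 to 4.29. PRKCD, another protein kinase C, and STAT5B, a transcription factor, fell with log2 ratios of -0.51 and -1.06. This list had a median of -0.01 (percentile 11.5), which turns to 0.15 when the ratios are centred on the median of all loci, and its lower calls did not pass the test against the named loci (one-sided Fisher's exact test, adjusted p = 0.349). Of 17 markers of luminal breast cells, all tested, 8 were lower and 1 was higher in the authors' deposited table, with the same counts when adjusted over the list alone, and the lower calls exceeded the background (one-sided Fisher's exact test, adjusted p = 0.000212). GATA3, a luminal transcription factor, fell from 243.5 to 55.2 FPKM, MLPH, a melanosome transport protein used as a luminal marker, from 534.5 to 90.0 and KRT19, a keratin, from 1846 to 370.3, while AGR2, a protein disulfide isomerase of the endoplasmic reticulum, rose from 67.1 to 235.5. At a q under 0.01, 1 of the signaling genes was higher and 1 was lower in the authors' deposited table, and the same centring turns GPER1 to 0.02. SHC1 shares its locus with PYGO2. JAK1 and STAT5B are not species of the paper's model, whose STAT species is STAT3, and JAK1, SHC1, GRK2, PRKCD and STAT5B were singled out after their values were seen. The paper cites higher apoptotic genes, higher MAP2K2 and MAPK6, and lower RARA, GREB and ESR1. From these, its simulation and its qPCR, it proposes that tamoxifen can lead to cell death through the classic estrogen pathway. It also proposes a route through activation of growth signaling along the GPR30 axis.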

### Gene Set Enrichment Analysis Using Gene Ontology (GO) Classification and KEGG Mapping

Using DAVID and GO functional enrichment analysis, we classified the DEGs data into three groups including biological process, cellular component, and molecular function. These results showed that 65 identified overexpressed genes belonged to the pro-apoptotic factors (*p*-value < 1.6E-05, *q*-value < 0.0007), of which 37 genes were involved in intrinsic apoptosis (*p*-value < 0.0002, *q*-value < 0.006) (**Supplementary Table S4**).

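The 37 genes that the paper places in intrinsic apoptosis were all higher, with a median log2 ratio of 1.46, and 31 of them pass a q under 0.01 in the authors' deposited table. CHAC1, a glutathione-degrading enzyme of the stress response, went from 3.8 to 34.9 FPKM, and ERN1, which encodes the endoplasmic reticulum stress sensor IRE1, from 10.9 to 86.2. CYCS, the cytochrome c of the electron transport chain that also activates caspases, rose from 18.6 to 77.8 FPKM, and CASP3, the executioner caspase 3 on chromosome 4 of GRCh38 from 184627696 to 184649509, from 5.25 to 13.0. Of 15 genes of caspases and their regulators, all tested, 6 were higher and 1 was lower in the authors' deposited table (7 higher and 1 lower when adjusted over the list alone). BIRC3, an inhibitor of apoptosis, rose from 0.78 to 4.04 FPKM, whereas APAF1, the scaffold of the apoptosome on which cytochrome c acts, fell from 6.47 to 2.56. CASP9, the caspase that the apoptosome activates, had a log2 ratio of 0.07 (q = 0.888 in the authors' deposited table). The caspase list did not pass its test (median log2 ratio 0.38, percentile 78.9, one-sided Fisher's exact test, adjusted p = 0.0813), and at a q under 0.01 its higher calls in the authors' deposited table number 3. Of 5 anti-apoptotic BCL2 family genes, 4 were tested, and 1 was higher and 1 was lower in the authors' deposited table and when adjusted over the list alone (one-sided Fisher's exact test, adjusted p = 0.949). BCL2L1, which encodes BCL-XL, was the higher gene at 27.7 and 45.0 FPKM (q = 0.0322 in the authors' deposited table), so that no gene of this list is higher at a q under 0.01. The 37 genes were drawn by the study from its own called genes and are not independent evidence of a direction.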

The KEGG database^1^ is designed to investigate the molecular interactions and signaling networks in cells. 

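Of 25 genes of chaperones, folding enzymes and degradation in the endoplasmic reticulum, all tested, 24 were higher and none was lower in the authors' deposited table and when adjusted over the list alone. HERPUD1, a component of the degradation machinery of that compartment, rose from 49.2 to 550.9 FPKM, SDF2L1, a cofactor of the chaperone HSPA5, from 20.4 to 226.3, and HYOU1, a chaperone of the HSP70 family, from 65.6 to 663.8. XBP1, a transcription factor that is activated by splicing of its RNA, was not called at 627.8 and 660.6 FPKM. Together these genes had a median log2 ratio of 2.14 (percentile 100, one-sided Fisher's exact test, adjusted p = 1.05e-16). Of 31 proteasome subunit genes, all tested, 23 were higher and none was lower in the authors' deposited table (27 higher when adjusted over the list alone), with a median of 0.97 (percentile 99.8, one-sided Fisher's exact test, adjusted p = 1.65e-11). PSMC4, an ATPase of the regulatory particle, rose from 30.9 to 109 FPKM and PSMD2, another subunit of that particle, from 68.9 to 215.4, while the core subunit PSMB7 was not called at 73.6 and 62.3 FPKM. Among 12 aminoacyl-tRNA synthetase genes and the tRNA exporter gene XPOT, 12 of the 13 were higher and none was lower in the authors' deposited table (13 higher when adjusted over the list alone), with a median of 1.39 (percentile 100, one-sided Fisher's exact test, adjusted p = 2.61e-08). WARS, the tryptophan enzyme, rose from 33.0 to 158 FPKM and GARS, the glycine enzyme, from 44.5 to 161.7. Of 13 splicing factor genes of the SR and TRA2 families, all tested, 7 were higher and none was lower in the authors' deposited table and when adjusted over the list alone, among them SRSF3, from 94.3 to 302.8 FPKM, and SRSF8, from 7.64 to 24.99. Their higher calls exceeded the background (one-sided Fisher's exact test, adjusted p = 0.00796), but their median of 0.59 had a percentile of 70.9 among random lists of like expression. Over loci with a single name, 21 of the endoplasmic reticulum genes were higher. The list member SYVN1 shares its locus with the ribosomal protein gene FAU, for which the same locus is also counted. HYOU1 was singled out after its value was seen.

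**Figure D3:**
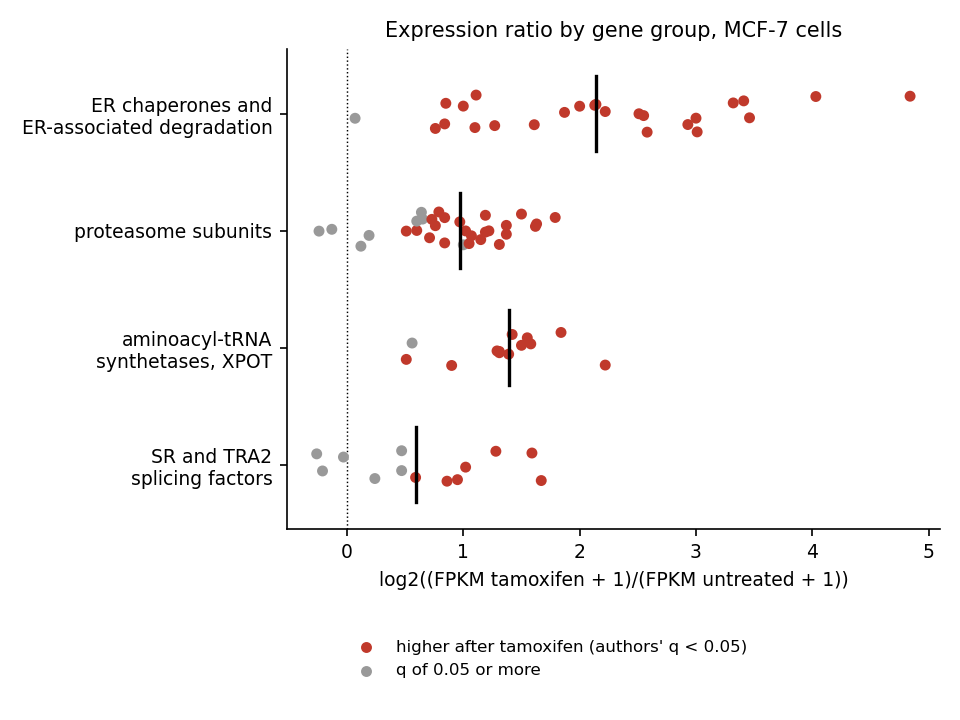
Log2 ratio of tamoxifen-treated over untreated cells for each tested gene of the endoplasmic reticulum chaperones, the proteasome, the aminoacyl-tRNA synthetases with XPOT and the splicing factors, with each point colored by the call of the authors' deposited table. The list medians are 2.14, 0.97, 1.39 and 0.59, and no gene of these 4 lists is called lower.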

In order to identify the activated signaling pathway in tamoxifen-treated MCF-7 cells, the DEGs data were mapped to the KEGG, and 24 signaling pathways were identified (*q*-value < 0.01). 

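Genes of the KEGG p53 signaling pathway moved in both directions, and of 68 genes 62 were tested, 22 were higher and 9 were lower in the authors' deposited table (24 higher and 11 lower when adjusted over the list alone). SESN2, a stress-induced sestrin, rose from 5.41 to 45.7 FPKM. GTSE1, a negative regulator of p53, fell from 21.1 to 5.34 FPKM, IGFBP3, a binding protein of insulin-like growth factors, from 27.1 to 7.20, and THBS1, the matrix protein thrombospondin 1, from 61.9 to 18.6. PERP, a membrane protein of desmosomes, fell with a log2 ratio of -0.77, STEAP3, a metalloreductase, with -0.98, CDK1, the mitotic kinase, with -0.79 and RRM2, a subunit of ribonucleotide reductase, with -0.97. CCND1 and APAF1 were the remaining lower genes of the pathway. The higher calls exceeded the background (one-sided Fisher's exact test, adjusted p = 0.000647) and the lower calls did not pass the same test (adjusted p = 0.258). Over loci with a single name 19 were higher (one-sided Fisher's exact test, adjusted p = 0.00526). The background of this test does not account for expression, with which the share of loci called higher grows, while the percentile does. The median log2 ratio of the pathway was 0.22, a percentile of 40.5, and it turns to -0.10 when the ratios are centred on the upper quartiles.

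**Figure D4:**
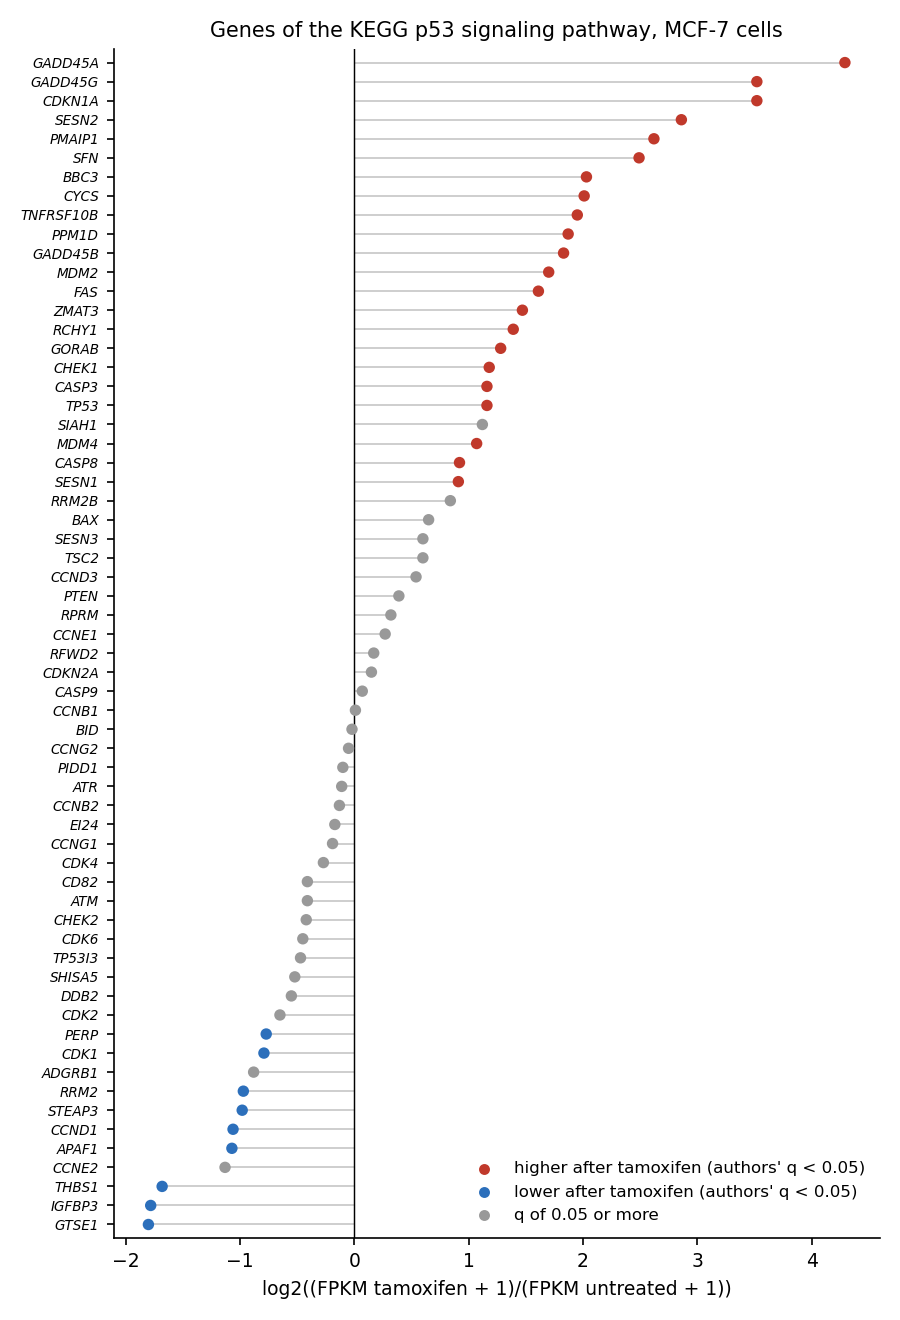
Log2 ratio of tamoxifen-treated over untreated cells for each tested gene of the KEGG p53 signaling pathway, ordered by size and colored by the call of the authors' deposited table. The genes called higher reach 4.29 at GADD45A, and those called lower reach -1.80 at GTSE1.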

The Tp53 signaling pathway was one of the pathways that was allocated to a large number of DEGs (*p*-value < 0.0003, *q*-value < 0.008). 

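GADD45A, a stress-induced inhibitor of cell cycle progression, lies on chromosome 1 of GRCh38 from 67685061 to 67688338, and its FPKM was 5.18 in untreated and 120.3 in tamoxifen-treated cells (log2 ratio 4.29). CDKN1A, which encodes the cyclin-dependent kinase inhibitor p21, lies on chromosome 6 from 36676460 to 36687339 and rose from 47.7 to 558 FPKM. GADD45G, a relative of GADD45A, rose from 2.48 to 38.8 FPKM, and GADD45B, another relative, from 28.95 to 105.8. TP53, which encodes p53 itself, lies on chromosome 17 from 7661779 to 7703502 and rose from 36.2 to 81.8 FPKM (log2 ratio 1.16, q = 0.0056 in the authors' deposited table). PPM1D, a phosphatase that acts against p53, rose with a log2 ratio of 1.87, and MDM4, an inhibitor of p53, with 1.07. RCHY1, a ubiquitin ligase of p53, rose with 1.39, GORAB, a Golgi protein that binds p53 regulators, with 1.28, and ZMAT3, an RNA-binding protein induced by p53, with 1.47. SFN, the 14-3-3 protein sigma, rose from 13.7 to 81.4 FPKM, and SESN1, a sestrin, from 4.72 to 9.75. The death receptor gene TNFRSF10B had a log2 ratio of 1.95 and the largest q of these genes, 0.0483 in the authors' deposited table. The 19 genes had a median log2 ratio of 1.83, and 16 of them pass a q under 0.01 in the authors' deposited table. They were listed by the study from its own called genes, so that their common direction is not independent evidence.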

Based on the results in **Supplementary Table S5**, a total of 19 DEGs (CDKN1A; GADD45B; GADD45A; GORAB; TNFRSF10B; RCHY1; PPM1D; GADD45G; CASP8; ZMAT3; CASP3; SESN1; SESN2; FAS; CYCS; PMAIP1; MDM4; SFN; TP53) of the Tp53 signaling pathway were upregulated by tamoxifen stimulation, and could mediate cell apoptosis. On the other hand, the level of extrinsic apoptotic intermediates including SMAD3, NF-1, BCL-2, BOK, KIAA0141, ITGAV, JAK3, LMNA and RET were downregulated in tamoxifen-treated MCF-7 cells, which suggest that the Tp53 signaling pathway is the main pathway by which intrinsic apoptosis transduces signals in order to trigger cell death.

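JAK3, a kinase of cytokine receptors, fell from 2.25 to 0.29 FPKM, the largest fall on the log2 scale of the 9 genes that the paper names. KIAA0141 (DELE1), a mitochondrial protein with a role in death receptor signaling, fell from 28.3 to 10.7 FPKM, and BOK, a pro-apoptotic BCL2 relative, from 18.4 to 7.31. BCL2, the anti-apoptotic founder of its family, lies on chromosome 18 of GRCh38 from 63123346 to 63320128 and fell from 4.44 to 1.39 FPKM (log2 ratio -1.19, q = 0.0111 in the authors' deposited table). RET, a receptor tyrosine kinase, LMNA, a lamin of the nuclear envelope, NF1, a Ras GTPase-activating protein, SMAD3, a mediator of TGF-beta signaling, and ITGAV, an integrin subunit, fell with log2 ratios of -0.93, -0.87, -0.85, -0.81 and -0.58. In a list of 15 genes of death receptors, their ligands and their adaptors, 13 were tested, 6 were higher and 1 was lower in the authors' deposited table (7 higher and 1 lower when adjusted over the list alone). TNFRSF12A, the receptor of the cytokine TWEAK, rose from 105 to 430.6 FPKM, FAS, the CD95 death receptor, from 2.34 to 9.21, and FADD, the adaptor that recruits caspase 8, from 9.33 to 18.8. CASP8, the initiator caspase of this route, rose from 11.97 to 23.6 FPKM, and TRAF2, an adaptor of TNF receptors, from 13.4 to 23.3. The lower gene was TNFRSF21, death receptor 6, at 33.6 and 19.8 FPKM. The median of this list was 0.75 (percentile 97.2), and its higher calls exceeded the background (one-sided Fisher's exact test, adjusted p = 0.0392), but the test was not passed with calls at a q under 0.01 (adjusted p = 0.14). The 9 genes come from the study's own called genes, 4 of them pass a q under 0.01 in the authors' deposited table, and LMNA shares its locus with SEMA4A.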

### Real-Time PCR Verification of DEGs

In our ODE model, we showed that tamoxifen can engage the Ras/MAPK pathway through GPR30, triggering the activation of ERKs along with Tp53 mediated apoptosis pathway. Besides inducing the apoptosis intermediates, the expression level of the MAP2K2, CRAF and ERK3, which are involved in the MAPK signaling cascades, were also upregulated (**Figure 7**).

**FIGURE 7:**
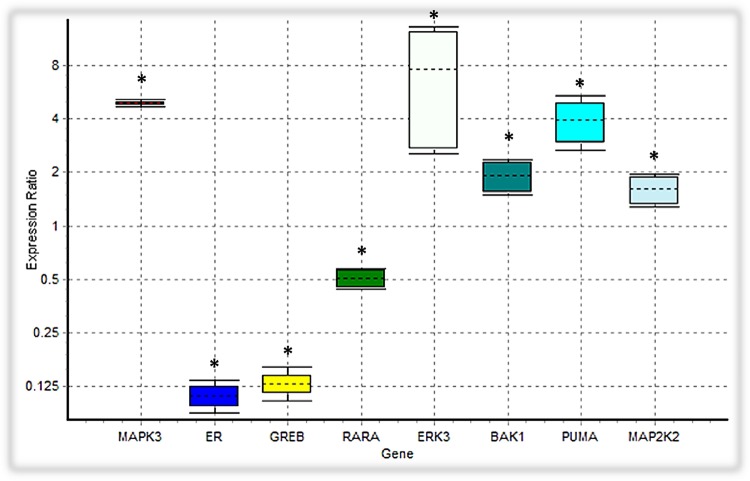
Analysis of the expression level of intended DEGs using qPCR. *Bak1*, *PUMA*, *ERK3* and *MAP2K2* genes were overexpressed in tamoxifen-treated MCF-7 cancer cells, while the expression level of *MAPK3* was not significantly changed. On the contrary, *ER (ESR1)*, *GREB* and *RARA* were depressed under tamoxifen induction. Each value is the mean ± SD of three separate experiments. The statistical significant differences are indicated with ^∗^ for *p* < 0.05.

We verified the data obtained from RNA-seq analysis for 8 DEGs using the qPCR method (**Table 2**). As shown in **Table 2**, Bak1, PUMA, ERK3 and MAP2K2 genes were upregulated in MCF-7 cells incubated with tamoxifen. However, the MAPK3 expression level was not significantly altered. Also, the expression of genes such as ESR1(ER-alpha), GREB and RARA was decreased. Taken together, these observations were in line with RNA-seq results and confirmed the reliability of our ODE model, which indicated that Tamoxifen can also stimulate apoptotic cell death through increasing the magnitude of ERK activation and deregulation of cell growth intermediates.

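BAK1, a BCL2 family protein that opens the outer mitochondrial membrane, lies on chromosome 6 of GRCh38 from 33540046 to 33593338, and its FPKM was 7.40 in untreated and 24.7 in tamoxifen-treated cells. BBC3, which encodes the p53-induced protein PUMA, lies on chromosome 19 from 47220822 to 47244276 and went from 16.0 to 68.3 FPKM. MAPK3, which encodes the MAP kinase ERK1, lies on chromosome 16 from 30114105 to 30123506 and was not called at 27.1 and 24.9 FPKM (q = 0.716 in the authors' deposited table). On the log2 scale BAK1 was at 1.61 in RNA-seq and at 0.91 by the paper's qPCR ratio, BBC3 at 2.03 and 1.93, and MAPK3 at -0.11 and 2.31. The log2 ratios from RNA-seq had the sign of the paper's qPCR ratio for 7 of the 8 genes, with MAPK3 as the exception. The paper describes MAPK3 as not significantly altered by qPCR, and in RNA-seq it was not called either, so that its sign carries no direction. GAPDH, the glycolytic enzyme that served as reference gene of the qPCR in Table 2, had a log2 ratio of -1.30 in RNA-seq and was lower in the authors' deposited table. BBC3 shares its locus with a microRNA gene, and the qPCR values are ratios without values of the single replicates.

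**Figure D5:**
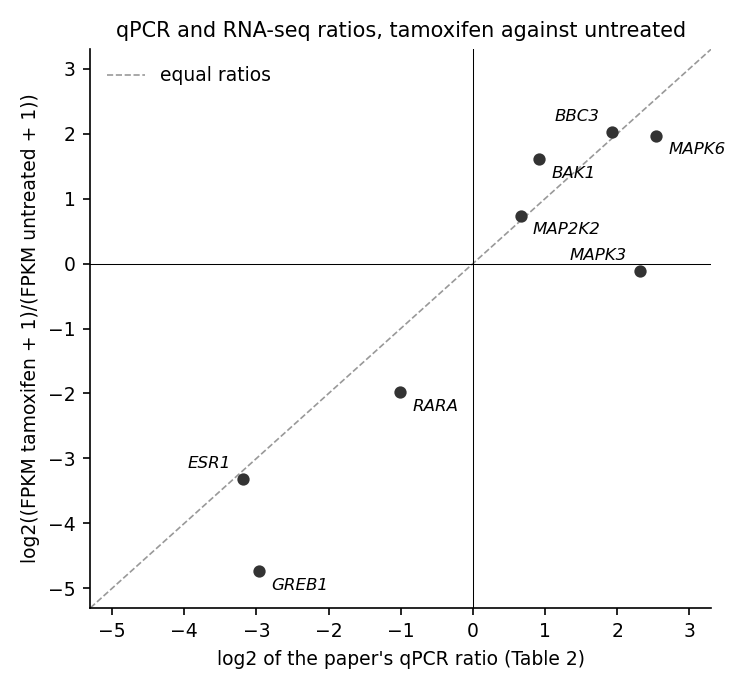
Log2 of the paper's qPCR ratio (horizontal axis) against the log2 ratio from RNA-seq (vertical axis) for the 8 genes of Table 2, tamoxifen-treated over untreated cells. Except for MAPK3, the points lie in the quadrants where both ratios have the same sign.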

**Table 2:** qPCR analysis of the desired genes.

Gene	Type	Expression	Standard error	95% C.I.	P(H1)	Result
*GAPDH*	REF	1.000				
*MAPK3*	TRG	4.942	4.771 – 5.119	4.731 – 5.161	0.162	
*ER (ESR1)*	TRG	0.110	0.092 – 0.131	0.089 – 0.135	0.000	DOWN
*GREB*	TRG	0.128	0.109 – 0.151	0.104 – 0.158	0.000	DOWN
*RARA*	TRG	0.498	0.435 – 0.570	0.435 – 0.570	0.000	DOWN
*ERK3*	TRG	5.836	2.637 – 12.928	2.578 – 13.215	0.000	UP
*BAK1*	TRG	1.879	1.520 – 2.323	1.508 – 2.342	0.000	UP
*PUMA*	TRG	3.811	2.816 – 5.171	2.698 – 5.386	0.000	UP
*MAP2K2*	TRG	1.575	1.283 – 1.933	1.276 – 1.943	0.000	UP

*P(H1), probability of alternate hypothesis that difference between sample and control groups is due only to chance. TRG, target; REF, reference.*

## Discussion

Estrogen is an important hormone in mammalian biology which exerts its effects on a diverse array of target tissues via genomic and non-genomic mechanisms (Filardo et al., 2002; Prossnitz and Maggiolini, 2009). It has been shown that GPR30 can mediate estradiol proliferative effects in thyroid (Vivacqua et al., 2006a), endometrial (Vivacqua et al., 2006b), ovarian (Albanito et al., 2007) and GPR30-positive SKBr3 breast cancer cell lines (Albanito et al., 2008). In this work we utilize the heat-inactivated FBS to diminish the estrogen concentration. There has been some evidence regarding the ability of GPR30 to interact with low levels of estrogens leading to PI3K and MAPK activation (Filardo et al., 2000, 2002). Further, it has been shown that GPR30 is required for estrogen-induced activation of the MAPKs, ERK-1 and ERK-2. Additionally, estrogen-mediated ERK1/2 activation through GPR30 pathway is transient and rapidly returning to basal levels 10–15 min after exposure to estrogen (Filardo et al., 2002). It is also worth pointing out that, we have compared the gene expression profile between the tamoxifen-treated and untreated cells, thus, the interference effects of the residual estrogen for each group should be similar.

Tamoxifen, a potent anticancer agent known to interrupt the enhanced estrogen activity of malignant mammary gland cells, is used in women with breast cancer or at risk of developing it (Larosche et al., 2007; Zheng et al., 2007). Tamoxifen treatment displayed inhibitory effects on HeLa cell multiplication at lower concentrations and toxicity at higher concentrations and longer treatment durations. Cytological observations also showed nuclear condensation, cell shrinkage, multinucleation, and apoptotic bodies (Majumdar et al., 2001). Moreover, the tamoxifen induced reduction of cell viability in HepG2 cells depends on drug concentration and cell density and is due to cytostatic and cytocide effects (Brandt et al., 2004). It was also shown that tamoxifen (50, 100, 200, or 250 μM) inhibited CPT-I activity by 38, 43, 58, and 64%, respectively (Larosche et al., 2007).

The GPR30 receptor is a membrane ER-like protein that actives intracellular signaling mediators, such as ERKs (Filardo et al., 2000; Migliaccio et al., 2010; Ge et al., 2014; Wei et al., 2014). Recently, many investigators have reported that GPCRs such as GPR30, enhance the MMPs mediated HB-EGF protein release, and initiate the EGFR signaling. Also, the Gβγ complex, formed in response to GPCRs activation, stimulates the Src and Shc function and activate RTKs (Luttrell et al., 1999; Filardo et al., 2000; Filardo, 2002; Prossnitz and Maggiolini, 2009). Apart from the RTKs, GPCRs also have the ability to activate ERKs in an alternative manner by stimulating mononuclear GTPases such as Ras or Rap proteins (Belcheva and Coscia, 2002; Bouschet et al., 2003; New and Wong, 2007).

The activation of ERKs is associated with many classical apoptotic interactions such as activation of Caspase-3, PARP-1 cleavage, accumulation of phosphatidylserine in the membrane, and aggregation and fragmentation of genomic DNA (Wang et al., 2000; Alexia et al., 2004; Lee et al., 2005, 2006; Liu et al., 2008). Considering the types of cells and the undertaken damage, the activity of the Ras/Raf/ERK signaling pathway may lead to the release of cytochrome c from mitochondria and activation of caspase-9, or alternatively, stimulate extrinsic apoptotic pathway that relies on the caspase-8 activity (Wang et al., 2000; Nesterov et al., 2004; Schweyer et al., 2004; Zhang et al., 2004; Basu and Tu, 2005; Wu et al., 2005). The activated ERKs can be located in the mitochondrial membrane, and by disrupting could cause the release of cytochrome c to the cytoplasm (Nowak, 2002; Nowak et al., 2006; Zhuang et al., 2007). Also, ERK-dependent over-activation of Tp53 protein, leads to phosphorylation of serine 15 in p53, inhibits its interaction with Mdm2 resulting in stability and accumulation of Tp53 (Persons et al., 2000; She et al., 2000; Yeh et al., 2004).

Bcl-2 family proteins have also an important role in the cytochrome c excretion and induction of the inherited apoptosis. The activation of MEK/ERKs increases the expression of pro-apoptotic members of the Bcl-2 family including Bax, PUMA and Bak. On the contrary, it depresses the anti-apoptotic members of the Bcl-2 family, such as Bcl-2 itself and Bcl-XL (Li et al., 2007; Liu et al., 2008; Panaretakis et al., 2008). Additionally, the activity of Bcl-2 family is significantly regulated by the Tp53 protein. ERK can induce the phosphorylation of threonine 55 in Tp53, enhance its binding to the DNA, and down regulate Bcl-2 expression (Persons et al., 2000; She et al., 2000).

Many evidence suggest that estrogen signaling could be mediated by the GPR30 as well as ER receptors. Tamoxifen, an agonist for GPR30 receptors, is widely used as a selective estrogen receptor (SERM) in treating hormone-dependent breast cancer (Thomas et al., 2005; Jordan, 2006; Prossnitz et al., 2008). We simulated the activity of the GPR30/PI3K/MAPK signaling pathway in the onset of tamoxifen induced apoptosis within MCF-7 cells. 

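Protein-coding genes made up most of the called loci with a single gene name, as 2035 of 9732 tested protein-coding loci were higher and 999 were lower in the authors' deposited table. Long noncoding RNAs had 31 higher and 111 lower of 1879 tested in the authors' deposited table. Pseudogenes had 25 higher and 48 lower of 1377 tested in the authors' deposited table. A surplus of lower calls was general among weakly expressed loci, and the gene types were not compared at like expression. MIR210HG, the host transcript of a hypoxia-induced microRNA, fell from 34.98 to 0.26 FPKM and stood among the 10 largest falls. Of the called loci in the authors' deposited table, 3302 carried a single gene name, 425 carried several names, because overlapping or neighboring genes were merged, and 983 carried none. The loci without a name were mostly lower, 669 against 314 higher, in the authors' deposited table. Together the called loci carried 4425 distinct gene names. The authors' deposited table lists 295 of the higher and 266 of the lower loci at 0 in a group, for which no fold change is given, and the gene types were taken from GENCODE 29 by identifier or name.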

Our experiments depicted that the expression level of 4,710 unique genes was altered in the presence of tamoxifen. The GO analysis showed that many of the marked genes play an active role in cell apoptosis pathways. For example, 65 genes were associated with the apoptotic signaling pathway (GO:0097190). Also, 37 genes related to intrinsic apoptotic signaling pathway (GO:0097193) were upregulated. On the other hand, 22 genes have a positive role in cell growth (GO:0030307), which demonstrates the impact of deregulated growth signaling pathways on initiation of apoptosis in cells incubated with tamoxifen (**Supplementary Table S4**). However, this theory needs further examinations. 

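MAP1B, a microtubule-associated protein of growing neurites, had the largest ratio of the 22 growth genes that the paper counts, at 1.45 FPKM in untreated and 21.9 in tamoxifen-treated cells. ADAM17, the protease that releases EGFR ligands, rose from 13.8 to 42.7 FPKM, and SPHK1, a sphingosine kinase, from 12.4 to 31.6. VEGFA, an angiogenic growth factor, rose from 67.7 to 99.8 FPKM with q = 0.043 in the authors' deposited table. The median log2 ratio of the 22 genes was 1.19, and 16 of them pass a q under 0.01 in the authors' deposited table. Genes of DNA replication did not share this direction, and of 30 S phase genes, all tested, 2 were higher and 6 were lower in the authors' deposited table (3 higher and 8 lower when adjusted over the list alone). MCM3, a subunit of the replicative helicase, fell from 20.6 to 8.26 FPKM and UHRF1, which helps to maintain DNA methylation, from 9.0 to 3.62. CDC6, a loading factor of that helicase, rose from 11.9 to 41.8 FPKM and SLBP, which binds histone mRNA, from 9.72 to 24.7. Of 30 genes of the G2 and M phases, all tested, 2 were higher and 4 were lower in the authors' deposited table and when adjusted over the list alone. CENPF, a kinetochore protein, fell from 26.8 to 10.1 FPKM, TOP2A, a DNA topoisomerase, from 25.5 to 10.2 and KIF11, a spindle motor, from 12.1 to 5.74, whereas CENPA, the centromeric histone, and CDC20, an activator of the anaphase-promoting complex, rose with log2 ratios of 0.71 and 0.66. Lower calls did not pass the test in either list (one-sided Fisher's exact test, adjusted p = 0.146 for S phase and 0.563 for G2 and M), while the medians of -0.34 and -0.19 had percentiles of 0.89 and 0.55. The 22 genes are the study's own choice among its called genes and are not independent evidence, and at a q under 0.01 the lower S phase genes number 3 in the authors' deposited table. CENPA shares its locus with SLC35F6.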

The KEGG analysis showed that many signaling pathways, including the p53 pathway, were significantly affected with tamoxifen treatment. In addition to a significant increase in the expression levels of the Tp53 signaling intermediates, such as Bak and PUMA, the expression of ERK3 and MAP2K2 genes, involved in the MAPK signaling pathways, were also increased. Furthermore, decreased expression of genes such as ESR1 (ER-alpha), RARA and GREB (**Figure 7**) suggests that the cytotoxic effects of tamoxifen were not only mediated by disabling the ER and some related factors, but most likely mediated through the GPR30/PI3K/MAPKs interactions, ERK activation, and finally the intrinsic apoptosis mediated by Tp53 (**Supplementary Table S2**).

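Of 31 reported transcriptional targets of p53, all tested, 18 were higher, none was lower and 13 were not called in the authors' deposited table (23 higher when adjusted over the list alone). MDM2, the ubiquitin ligase that limits p53, rose from 91.8 to 299.9 FPKM, BTG2, an antiproliferative factor, from 5.50 to 27.6, and AEN, a nuclease of apoptotic cells, from 23.1 to 87.8. TIGAR, a regulator of glycolysis, rose from 6.11 to 17.7 FPKM, and FDXR, a mitochondrial reductase, from 13.1 to 26.9. DDB2, a DNA damage sensor, TP53I3, an oxidoreductase, and CCNG1, which encodes cyclin G1, had negative log2 ratios of -0.55, -0.47 and -0.19 and did not pass the test. The median log2 ratio of the list was 1.04 (percentile 100), and the higher calls exceeded the background (one-sided Fisher's exact test, adjusted p = 7.64e-07). Part of this list also belongs to the KEGG pathway, so that both lists are not independent, and MDM2 shares its locus with a gene that has no symbol of its own. BTG2, AEN, TIGAR, FDXR, DDB2, TP53I3 and CCNG1 were singled out after their values were seen.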

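PMAIP1, the p53-induced protein NOXA, rose from 4.33 to 31.7 FPKM, and HRK, another sensitizer of the BH3-only class, from 0.53 to 2.33. BMF, a BH3-only protein linked to cell anchorage, fell from 4.57 to 0.52 FPKM (log2 ratio -1.87, q = 0.00322 in the authors' deposited table). BAX, the effector related to BAK1, was at 25.1 and 39.9 FPKM and did not pass the test (q = 0.111 in the authors' deposited table). BCL2L11, which encodes BIM, and BID, the substrate of caspase 8, were not called either, with log2 ratios of 0.72 and -0.02. Of 11 pro-apoptotic BCL2 family genes, all tested, 4 were higher and 2 were lower in the authors' deposited table (5 higher and 2 lower when adjusted over the list alone). The higher genes were PMAIP1, BBC3, BAK1 and HRK, and the lower genes were BMF and BOK, of which HRK was singled out after its value was seen. The median log2 ratio was 0.65 (percentile 95.3), and the higher calls did not pass the test against the named loci (one-sided Fisher's exact test, adjusted p = 0.24).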

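Genes whose transcription reports ERK activity moved in both directions, and of 16 such genes, all tested, 2 were higher and 4 were lower in the authors' deposited table and when adjusted over the list alone. ETV5, a transcription factor of the ETS family, rose from 8.61 to 31.6 FPKM, and SPRY4, a feedback inhibitor of receptor kinases, from 1.46 to 4.48. DUSP4, a phosphatase of MAP kinases, fell from 116.6 to 27.7 FPKM, EGR1, an immediate-early transcription factor, from 212.2 to 52.5 and DUSP5, a phosphatase of ERK, from 18.1 to 9.88. CCND1 was the other lower gene, and it and DUSP5 were singled out after their values were seen. DUSP6, another phosphatase of ERK, was at 2.95 and 0.94 FPKM and SPRED2, an inhibitor of Ras signaling, at 14.8 and 13.8, and neither passed the test (q = 0.274 and 0.819 in the authors' deposited table). The median log2 ratio was -0.08 (percentile 30.7), and it turns to 0.08 when the ratios are centred on their median. The lower calls did not pass the test against the named loci (one-sided Fisher's exact test, adjusted p = 0.146), but did with calls at a q under 0.01 (adjusted p = 0.0337), and ETV5 shares its locus with DGKG.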

In this study, a mathematical model was developed for the first time to assess the cross-talk between the GPR30, EGFR, PI3K and STAT signaling pathways in the presence or absence of tamoxifen (**Supplementary Table S1**). These four biological processes are considered as main pathways during cell proliferation process. Thus, any alterations in their expression or function can lead to cell death. Based on the RNA-seq analysis, the expression level of many MAPK pathway mediators, including MAP2K2, Myc, MAPK6, JUN, and Raf-1, were increased in the treated cells (**Supplementary Tables S2**, **S6**). Also, the designed model of these four pathways showed an enhancement in the level of activating phosphorylation of MAPKs by tamoxifen stimulation.

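JUN, a subunit of AP-1, rose from 160.6 to 405 FPKM, and MYC, a transcription factor of cell growth, from 105.7 to 177.2 (log2 ratio 0.74, q = 0.00177 in the authors' deposited table). RAF1, the kinase upstream of MEK, lies on chromosome 3 of GRCh38 from 12484432 to 12664226 and was at 40.7 and 59.7 FPKM, with p = 0.0358 and q = 0.125 in the authors' deposited table. Of 26 genes of the MAP kinase cascades, 25 were tested, 6 were higher and none was lower in the authors' deposited table (9 higher and 1 lower when adjusted over the list alone). Besides MAP2K2 and MAPK6, the higher genes were MAP2K3, a kinase upstream of p38, from 29.3 to 75.4 FPKM, MAP2K4, a kinase upstream of JNK, from 6.54 to 17.4, RRAS2, a Ras-related GTPase, from 23.1 to 43.7, and MAPK9, which encodes JNK2, from 21.3 to 36.3. MAPK1, which encodes ERK2, had a log2 ratio of 0.79 (q = 0.145 in the authors' deposited table) and BRAF, a relative of RAF1, of -0.10 (q = 0.866 in the authors' deposited table). The median of the list was 0.60 (percentile 95.2), and the higher calls did not pass the test against the named loci (one-sided Fisher's exact test, adjusted p = 0.44). Of 22 immediate-early genes, all tested, 6 were higher and 11 were lower in the authors' deposited table and when adjusted over the list alone, with lower calls above the background (one-sided Fisher's exact test, adjusted p = 4.06e-06) and a median of -0.49 (percentile 0). NR4A1, an orphan nuclear receptor, fell from 727.5 to 128 FPKM, EGR2, a relative of EGR1, from 14.6 to 0.67, and IER3, a stress-response protein, from 308.8 to 45.6. IER5, a stress-induced transcriptional regulator, rose from 39.8 to 195.5 FPKM, ATF3, a stress-induced transcription factor, from 131.7 to 473 and JUND, another AP-1 subunit, from 210.6 to 539.7. MAPK9, NR4A1, EGR2 and IER3 were singled out after their values were seen.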

## Conclusion

In summary, this study showed that the apoptotic effects of tamoxifen on MCF-7 cells were mediated through activation of important signaling pathways including Tp53 and MAPKs, and induction of intrinsic apoptosis. Our simulation and transcriptomics analysis also showed that GPR30 activation may have a potential role in the activation of MAPK pathway and it is predicted that GPR30/PI3K/MAPK/STAT axis may be crucial for induction of apoptosis in MCF-7 cell lines. Based on these investigations, we claimed that GPER pathway might be involved in toxicity of tamoxifen in ER positive MCF-7 cells. In addition to enhancing our systematic understanding of the efficacy of tamoxifen in treating breast cancer, this study introduced the signaling pathways that impact the progression or prevention of the breast cancer development and metastasis.

## Author Contributions

MR: designed and performed the experiments, prepared the figures and/or tables, analyzed the data, performed bioinformatic analyses, and wrote the paper. SS: supervised the research, conceived and designed experiments, wrote the paper, and reviewed drafts of the paper. JC, NS, and GB reviewed drafts of the paper and technical support. All authors discussed the results and contributed to the final manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://www.genome.jp/kegg

## Supplementary Material

TABLE S1 List of model reactions for simulated pathways.

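The reactions of Table S1 describe how receptors, adaptor proteins and kinases bind, become phosphorylated and are released again, each with rate constants, and together they form the ordinary differential equations of the simulation. GPR30 enters through its G protein, receptor kinases and beta-arrestins, EGFR through the adaptors Shc and Grb2 and the exchange factor SOS, and the cascade runs over Ras, Raf1, MEK and ERK beside branches to Akt and STAT3. The model files that accompany the paper hold 128 species and 143 reactions in the control model and the same numbers in the tamoxifen model. The output that the paper plots is the amount of doubly phosphorylated ERK over time. These values come from the equations and not from the sequenced libraries.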

TABLE S2 Summary of RNA sequence analysis for up-regulated genes.

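Table S2 gives for each upregulated locus its name, its position, the FPKM of untreated and tamoxifen-treated cells, their fold change on the log2 scale, a p-value and a q-value. The first 1999 of the 2713 rows of Table S2 were read here, and all 1999 held the values of the authors' deposited table. Table S3 has the same columns for the downregulated loci, and all of its 1997 rows held the values of the authors' deposited table. Rows are loci of an assembly, so that a row can hold several overlapping genes or none with a name, and a locus at 0 in a group has no finite fold change.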

TABLE S3 Summary of RNA sequence analysis for down-regulated genes.

TABLE S4 Gene ontology (GO) analysis of differentially expressed genes.

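Table S5 tests for each KEGG pathway whether its genes occur more often among the genes submitted than by chance, and lists a p-value, an adjusted p-value and the genes found. Of the 267 pathways listed there, 10 have an adjusted p under 0.01 and 16 under 0.05. All 790 gene names shown whole in Table S5 lie on a locus called higher in the authors' deposited table and 0 on a locus called lower. As far as the names could be read, the pathways listed thus rest on higher genes alone. A gene can count in several pathways.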

TABLE S5 Gene set enrichment analysis using KEGG mapping.

TABLE S6 List of up-regulated isoforms.

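Table S6 lists single transcripts (isoforms) rather than whole loci, so that a gene can appear there through 1 isoform while its locus as a whole is not called. It holds 1618 isoforms, of which 1299 carry a gene name, and these stand for 1234 distinct names. At the level of the locus 1073 of these genes were higher, none was lower and 159 were not called in the authors' deposited table, and 2 had no locus. RAF1 is present with 1 isoform.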

## Abbreviations

AKT: AKT serine/threonine kinase
BAK: BCL2 Antagonist/Killer 1
BAX: BCL2 Associated X
CASP3: caspase 3
CASP8: caspase 8
CDKN1A: cyclin dependent kinase inhibitor 1A
CYCS: cytochrome C, somatic
DAG: diacylglycerol
EGF: epidermal growth factor
FAS: Fas Cell Surface Death Receptor
GADD45A: growth arrest and DNA damage inducible alpha
GADD45B: growth arrest and DNA damage inducible beta
GADD45G: growth arrest and DNA damage inducible gamma
GORAB: golgin, RAB6 interacting
Grb-2: growth factor receptor bound protein 2
GREB: growth regulation by estrogen in breast cancer
IP3: inositol triphosphate
ITGAV: integrin subunit alpha V
JAK: Janus kinase
LMNA: Lamin A/C
NF1: neurofibromin 1
PARP: poly(ADP-ribose) polymerase
PI3K: phosphoinositide-3-kinase
PKC: protein kinase C
PLC: phospholipase C
PMAIP1: phorbol-12-myristate-13-acetate-induced protein 1
PPM1D: protein phosphatase, Mg2+/Mn2+ dependent 1D
PTEN: phosphatase and tensin homolog
PUMA: P53 up-regulated modulator of apoptosis
RARA: retinoic acid receptor alpha
RCHY1: ring finger and CHY zinc finger domain containing 1
RTK: receptor tyrosine kinase
SESN: sestrin
SFN: stratifin
STAT: signal transducer and activator of transcription
TNFRSF10B: TNF receptor superfamily member 10b
ZMAT3: zinc finger matrin-type 3

# Supplementary material for: Tamoxifen-Induced Apoptosis of MCF-7 Cells via GPR30/PI3K/MAPKs Interactions: Verification by ODE Modeling and RNA Sequencing
**Source:** Front Physiol. 2018 Jul 11;9:907. doi: 10.3389/fphys.2018.00907
**Supplement:** TABLE S1 — List of model reactions for simulated pathways.

**Supplementary Table 1**

1. **Model reactions**

Note: Michaelis Menten constants are given in µM, first order rate constants in s^-1^ and second order rate constants in µM^-1^ s^-1^

**2- rules**

| rule1 | pAkt_total = pAkt + pAktm | Repeated Assignment |
| --- | --- | --- |

**3- Nonzero species:**

| Name | Concentration  (µM) | References |
| --- | --- | --- |
| EGF | 0.008197 | - |
| EGFR | 0.3 | ([Sasagawa et al., 2005](#_ENREF_9)) |
| cbl | 0.8 | ([Sasagawa et al., 2005](#_ENREF_9)) |
| Shc | 1 | ([Sasagawa et al., 2005](#_ENREF_9)) |
| SHP2 | 0.1 | ([Sasagawa et al., 2005](#_ENREF_9)) |
| Grb2 | 1 | ([Sasagawa et al., 2005](#_ENREF_9)) |
| SOS | 0.3 | ([Sasagawa et al., 2005](#_ENREF_9)) |
| Ras-GDP | 0.15 | ([Sasagawa et al., 2005](#_ENREF_9)) |
| Ras-GAP | 0.1 | ([Sasagawa et al., 2005](#_ENREF_9)) |
| Raf1 | 0.5 | ([Sasagawa et al., 2005](#_ENREF_9)) |
| MEK | 0.68 | ([Sasagawa et al., 2005](#_ENREF_9)) |
| ERK | 0.4 | ([Sasagawa et al., 2005](#_ENREF_9)) |
| Pase | 0.5 | ([Sasagawa et al., 2005](#_ENREF_9)) |
| Pase2 | 0.02 | ([Sasagawa et al., 2005](#_ENREF_9)) |
| Pase3 | 0.002 | ([Sasagawa et al., 2005](#_ENREF_9)) |
| ProEGFR | 1 | ([Sasagawa et al., 2005](#_ENREF_9)) |
| EPn | 0.5 | ([Sasagawa et al., 2005](#_ENREF_9)) |
| PI3K | 0.2 | ([Kiyatkin et al., 2006](#_ENREF_7)) |
| TP4 | 0.2 | ([Kiyatkin et al., 2006](#_ENREF_7)) |
| PIP2 | 0.5 | ([Kiyatkin et al., 2006](#_ENREF_7)) |
| Akt | 0.1 | ([Kiyatkin et al., 2006](#_ENREF_7)) |
| PDK1 | 0.1 | ([Kiyatkin et al., 2006](#_ENREF_7)) |
| Takt | 0.1 | ([Kiyatkin et al., 2006](#_ENREF_7)) |
| STAT3c | 1 | ([Yamada et al., 2003](#_ENREF_12)) |
| PP1 | 0.5 | ([Yamada et al., 2003](#_ENREF_12)) |
| PP2 | 0.6 | ([Yamada et al., 2003](#_ENREF_12)) |
| TMX | 250 | MTT result (LC50) |
| GPR30 | 1.0192 | Estimation |
| Gq-trimer | 56.99 | ([Heitzler et al., 2012](#_ENREF_3)) |
| GRK2/3 | 0.899 | ([Heitzler et al., 2012](#_ENREF_3)) |
| Barr1 | 0.858 | ([Ahn et al., 2004a](#_ENREF_1); [Ahn et al., 2004b](#_ENREF_2)) |
| Barr2 | 0.483 | ([Ahn et al., 2004a](#_ENREF_1); [Ahn et al., 2004b](#_ENREF_2)) |
| GRK5/6 | 1.518 | ([Heitzler et al., 2012](#_ENREF_3)) |
| DAG | 0.0090 | ([Heitzler et al., 2012](#_ENREF_3)) |
| PKc | 8.842 | ([Heitzler et al., 2012](#_ENREF_3)) |
| PKc-active | 0.0020 | ([Heitzler et al., 2012](#_ENREF_3)) |

**References:**

Ahn, S., Shenoy, S.K., Wei, H., and Lefkowitz, R.J. (2004a). Differential kinetic and spatial patterns of beta-arrestin and G protein-mediated ERK activation by the angiotensin II receptor. *J Biol Chem* 279(34)**,** 35518-35525. doi: 10.1074/jbc.M405878200.

Ahn, S., Wei, H., Garrison, T.R., and Lefkowitz, R.J. (2004b). Reciprocal regulation of angiotensin receptor-activated extracellular signal-regulated kinases by beta-arrestins 1 and 2. *J Biol Chem* 279(9)**,** 7807-7811. doi: 10.1074/jbc.C300443200.

Heitzler, D., Durand, G., Gallay, N., Rizk, A., Ahn, S., Kim, J., et al. (2012). Competing G protein-coupled receptor kinases balance G protein and beta-arrestin signaling. *Mol Syst Biol* 8**,** 590. doi: 10.1038/msb.2012.22.

Hsieh, M.Y., Yang, S., Raymond-Stinz, M.A., Edwards, J.S., and Wilson, B.S. (2010). Spatio-temporal modeling of signaling protein recruitment to EGFR. *BMC Syst Biol* 4**,** 57. doi: 1752-0509-4-57. doi: 10.1186/1752-0509-4-57.

Huang, C.Y., and Ferrell, J.E., Jr. (1996). Ultrasensitivity in the mitogen-activated protein kinase cascade. *Proc Natl Acad Sci U S A* 93(19)**,** 10078-10083.

Kholodenko, B.N., Demin, O.V., Moehren, G., and Hoek, J.B. (1999). Quantification of short term signaling by the epidermal growth factor receptor. *J Biol Chem* 274(42)**,** 30169-30181.

Kiyatkin, A., Aksamitiene, E., Markevich, N.I., Borisov, N.M., Hoek, J.B., and Kholodenko, B.N. (2006). Scaffolding protein Grb2-associated binder 1 sustains epidermal growth factor-induced mitogenic and survival signaling by multiple positive feedback loops. *J Biol Chem* 281(29)**,** 19925-19938. doi: M600482200. doi: 10.1074/jbc.M600482200.

Rich, R.L., Hoth, L.R., Geoghegan, K.F., Brown, T.A., LeMotte, P.K., Simons, S.P., et al. (2002). Kinetic analysis of estrogen receptor/ligand interactions. *Proc Natl Acad Sci U S A* 99(13)**,** 8562-8567. doi: 10.1073/pnas.142288199.

Sasagawa, S., Ozaki, Y., Fujita, K., and Kuroda, S. (2005). Prediction and validation of the distinct dynamics of transient and sustained ERK activation. *Nat Cell Biol* 7(4)**,** 365-373. doi: 10.1038/ncb1233.

Schoeberl, B., Eichler-Jonsson, C., Gilles, E.D., and Muller, G. (2002). Computational modeling of the dynamics of the MAP kinase cascade activated by surface and internalized EGF receptors. *Nat Biotechnol* 20(4)**,** 370-375. doi: 10.1038/nbt0402-370.

Ung, C.Y., Li, H., Ma, X.H., Jia, J., Li, B.W., Low, B.C., et al. (2008). Simulation of the regulation of EGFR endocytosis and EGFR-ERK signaling by endophilin-mediated RhoA-EGFR crosstalk. *FEBS Lett* 582(15)**,** 2283-2290. doi: S0014-5793(08)00435-3. doi: 10.1016/j.febslet.2008.05.026.

Yamada, S., Shiono, S., Joo, A., and Yoshimura, A. (2003). Control mechanism of JAK/STAT signal transduction pathway. *FEBS Lett* 534(1-3)**,** 190-196.

Yamada, S., Taketomi, T., and Yoshimura, A. (2004). Model analysis of difference between EGF pathway and FGF pathway. *Biochem Biophys Res Commun* 314(4)**,** 1113-1120.

How the deposited data were processed for this re-analysis (not part of the article)

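RNA-seq was done by the authors on 4 libraries of MCF-7 cells, 2 from cells incubated with 250 µM tamoxifen for 48 h and 2 from untreated cells. By the paper's methods the RNA was depleted of ribosomal RNA and sequenced as read pairs on an Illumina HiSeq 2000. The aligner is not named in the methods, and the submitters' processing notes give Bowtie 0.12.2 and the build mm9, while the loci lie on GRCh38. Of 28911 Ensembl identifiers shared with GENCODE 29, 28890 were on the same chromosome and 20315 had the annotated span once 1 was added to the start. Depth per library is that of Table 1 of the paper, and the precision it gives for a single gene was not computed, since counts were not used here.

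The deposited FPKM values are fragments per kilobase of transcript, scaled to the mapped fragments, with 1 value per group, which the authors made with Cufflinks 2.2.1 and cuffdiff and which their methods call RPKM. The deposited p-value and q-value of each locus come from the authors' comparison of the groups, and the q-value equals a Benjamini-Hochberg adjustment over the 24444 tested loci to within 5.2e-07. The deposited log2 fold change in the tables of higher and lower loci is that of the authors' FPKM of tamoxifen-treated over untreated cells, left blank where a group is at 0. Of 64995 loci, 40525 were not tested by the authors for low expression and 26 for high depth. The tables of higher and lower loci hold the same 2713 and 1997 loci that pass q under 0.05 in the table of all loci.

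Computed here were the log2 ratio after a pseudocount of 1, counts of called genes per list, one-sided Fisher's exact tests against the 14984 tested named loci with Benjamini-Hochberg adjustment over 34 lists and 2 directions, and the percentile of each list median among 10000 random lists. Each random member was drawn from the 200 loci nearest in mean FPKM, and medians below the 2.5 or above the 97.5 percentile were taken as outside the random range. Counts adjusted over the list alone apply Benjamini-Hochberg to the authors' p-values of the list. Lists, samples, tests and most alternatives were set before the deposited data were examined, but with the paper and parts of its Tables S2 and S3 already seen. Chosen after list values had been seen were the joining of members that share a locus, the use of tested members for the medians, both directions of the Fisher's test, the drawing by nearest rank and the percentile bounds, and a first run preceded the test on simulated data. A list of citric acid cycle genes and one of further targets of hypoxia-inducible factor were added later and adjusted on their own. A gene on several loci was read from the locus with the largest FPKM.

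Named are the genes the paper names as measured, the 10 largest log2 ratios per direction among called loci with a single name, values above 0 and an FPKM of at least 10 in the higher group, up to 4 called members per list with the largest log2 ratio, exceptions in a list, and the 10 most abundant single-gene loci per group. Parts of the paper's Tables S2, S3 and S6 had been seen when this rule was set. Genes outside the rule are marked where they are named.

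The calculations were tested on simulated data for tamoxifen against untreated with 14915 loci. Each ratio had independent normal noise of known size, without replicates, without cuffdiff and without genes that change together. The results thus check the calculations and give no error rate for the authors' calls or for the real lists. Of 87 genes planted at a log2 change of 1, 35 were called, and of 113 planted at 2, 113 were called, with 11 unchanged loci called. Of 400 random lists 21 lay outside the percentile bounds and 2 had a Fisher p under 0.05, and with a simulated fall of abundant loci 8 of 100 lists of abundant loci lay below the lower bound.

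Alternatives were a q under 0.01, an FPKM of at least 1 or 5, at least a 2-fold ratio, loci with a single name, the sum of the loci of a gene, a pseudocount of 0.1 or none, and centring on the median or the upper quartiles. Added later were the upper-quartile centring of list medians and of the direction balance, the share of higher loci by name, FPKM and fold, the unadjusted p of Table S5 and ratios relative to GAPDH. The paper's 2 simulation models were integrated as supplied and with their starting amounts of ERK exchanged. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and lxml 6.0.2. Images, blots, flow cytometry, viability values and raw qPCR cycles were not analysed here.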

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

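The lists of genes were set before the deposited data were examined, but with the paper and parts of its Tables S2 and S3 already seen. The 3 patterns weighed below were picked after all lists had been looked through. The tests of scaling, of abundant transcripts, of short-lived transcripts and of ERK output were chosen only after the result was seen. The groups described first are not discussed as groups in the paper, although some members such as SESN2, HMOX1, CHAC1, ERN1, UBB and UBC are in the lists of p53 or apoptosis genes in its text and supplement, and the groups are given because their calls in the authors' deposited table exceeded those of the named loci. Table S5 of the paper names pathways for protein processing in the endoplasmic reticulum, the proteasome and the spliceosome, which its text does not take up. Each adjusted p is from the one-sided Fisher's exact test, whose background does not account for expression, while the percentile does. Both treat genes as independent and measure no spread between replicates.

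Heat shock response genes, which encode chaperones of several compartments and ubiquitin, were higher, with 18 of 20 tested members higher and none lower in the authors' deposited table (19 when adjusted over the list alone, median log2 ratio 2.06, percentile 100, adjusted p = 1.44e-11). CHORDC1, a co-chaperone of HSP90, rose from 9.82 to 118.6 FPKM and HSP90AA1, the inducible form of HSP90, from 300.6 to 2795, while HSPE1, a mitochondrial co-chaperone, and HSPB8, a small heat shock protein, were not called. HSPA1A and HSPA1B, the inducible HSP70 genes, share a locus that was not tested because of its read depth and is listed at 0 after tamoxifen. Endoplasmic reticulum chaperones had the smallest adjusted p of all lists at 1.05e-16, with the proteasome at 1.65e-11, the aminoacyl-tRNA synthetases at 2.61e-08 and the SR and TRA2 splicing factors at 0.00796.

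Of 24 tested genes of the integrated stress response, the program of the transcription factor ATF4, 19 were higher and none was lower in the authors' deposited table (20 higher and 1 lower when adjusted over the list alone, median 1.81, percentile 100, adjusted p = 1.84e-10). PPP1R15A, which restores translation by dephosphorylating eIF2 alpha, rose from 16.2 to 181.3 FPKM, CEBPB, a partner of ATF4, from 14.1 to 133.7, and DDIT3, which encodes CHOP and shares its locus with a microRNA gene, from 29.9 to 199. SLC7A5, an amino acid transporter, was not called at 389.7 and 364.7 FPKM. Reported targets of NRF2, the regulator of the oxidative stress response, had 14 of 17 tested members higher and none lower in the authors' deposited table and when adjusted over the list alone (median 1.85, percentile 100, adjusted p = 2.61e-08). SRXN1, which repairs oxidized peroxiredoxins and shares its locus with other names, rose with a log2 ratio of 3.23, and FTH1, the ferritin heavy chain, from 1028 to 6581 FPKM, while FTL, the ferritin light chain, was not called at 0.29. DDIT3 was singled out after its value was seen.

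Genes of cholesterol synthesis and uptake had 16 of 25 tested members higher and 1 lower in the authors' deposited table (20 higher and 1 lower when adjusted over the list alone, median 1.78, percentile 100, adjusted p = 6.42e-07). HMGCS1, which makes HMG-CoA, rose from 16.8 to 254.3 FPKM, MSMO1, a sterol oxidase, from 14.6 to 199.8 and INSIG1, a sterol sensor, from 15.3 to 132.8, whereas LSS, the lanosterol synthase, fell from 19.0 to 9.93. Targets of NF-kB had 9 of 10 tested members higher and none lower in the authors' deposited table and when adjusted over the list alone (median 2.44, percentile 100, adjusted p = 3.61e-06). TNFAIP3, a feedback inhibitor of NF-kB, rose from 3.21 to 47.9 FPKM, RELB, a subunit of NF-kB, from 1.96 to 23.2 and CXCL8, the chemokine interleukin 8, from 1.40 to 15.6, while ICAM1, an adhesion molecule, was not called at -0.31. The metallothionein genes MT1F, MT1X and MT2A, whose products bind zinc and copper, were the 3 tested members of their list and were all higher in the authors' deposited table and when adjusted over the list alone (median 4.65, percentile 100, adjusted p = 0.0164). MT1F went from 10.8 to 260.1 FPKM. MT1X shares its locus with other names, and over loci with a single name the adjusted p of this list is 0.0899.

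Genes induced by hypoxia, many of them glycolytic, were lower, with 11 of 15 tested members lower and 1 higher in the authors' deposited table (13 lower and 1 higher when adjusted over the list alone, median -2.29, adjusted p = 2.61e-08). PGK1, a glycolytic kinase, fell from 972 to 116.9 FPKM, LDHA, the lactate dehydrogenase, from 722 to 108.2 and CA9, a carbonic anhydrase, from 13.9 to 0.64, while VEGFA was higher and HK2, a hexokinase, was not called at -0.12. Scaling of all loci is argued against by a median of -2.13 on the centred scale nearer to 0, and a fall of abundant transcripts in general by a percentile of 0 among lists of like expression. A fall of energy metabolism in general is argued against by 18 genes of the citric acid cycle, which had a median of 0.23 (-0.09 when centred on the upper quartiles) and 3 higher against 1 lower in the authors' deposited table and when adjusted over the list alone. Lower activity of hypoxia-inducible factor stays a candidate explanation, since 16 tested targets outside glycolysis had a median of -0.85 at a percentile of 0, with 9 lower and 2 higher, JMJD6 and BHLHE40, in the authors' deposited table (10 lower and 2 higher when adjusted over the list alone, adjusted p = 8.46e-06 over these 2 added lists). At a q under 0.01 the lower targets number 5 in the authors' deposited table, fewer than the 6 asked for before the test was run at 0.05, and the oxygen and density of the cultures were not analysed here.

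Abundant noncoding RNAs, most of them small and structured, had 8 of 10 loci higher and none lower in the authors' deposited table (9 higher when adjusted over the list alone, median 1.63, percentile 99.7, adjusted p = 7.41e-05). SNORD3A, the U3 small nucleolar RNA, rose with a log2 ratio of 2.90, RMRP, the RNA of the RNase MRP, with 2.34 and SCARNA2, a guide RNA of Cajal bodies on a locus with a further name, with 1.91. The list also holds the long RNAs MALAT1 and NEAT1, on 1 shared locus that was not called. Of these loci 8 carry several names, and over the 2 with a single name, both higher, the adjusted p is 0.0899. Scaling is argued against by a median of 1.31 on the centred scale nearer to 0. Short protein-coding transcripts showed no gain, with a difference of -0.09 between the medians of 861 protein-coding loci under 600 nt and 8871 longer ones (bootstrap interval -0.17 to 0.00). Protein-coding loci differ in kind from small structured RNAs, so this cannot decide whether length matters for the noncoding RNAs. No biological explanation was tested. In Table 1 of the paper the pairs aligned at several places are 50.2 and 46.1% in the tamoxifen-treated and 45.8 and 44.5% in the untreated libraries, so that reads shared between copies of a sequence stay open, as do RNA quality and the capture step.

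The immediate-early genes FOS, FOSB, EGR1, EGR2, EGR3 and NR4A1 were lower after tamoxifen. In the same list 6 genes were higher in the authors' deposited table, JUN, JUND, IER5, MYC, ATF3 and BTG2. This cannot decide on a general loss of short-lived transcripts. Their direction was known when the test was chosen, and RNA levels do not separate synthesis from decay. Lower transcriptional output of ERK cannot be told apart from other causes for these genes, since the ERK output list without EGR1 had a median of -0.07 at a percentile of 37.9, with 2 higher and 3 lower of 15 tested in the authors' deposited table, and a median near 0 over genes that go both ways settles nothing. Lower estrogen receptor signaling, DMSO, dying cells, serum and the time since the last change of medium stay open and were not tested.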

How the results depend on the processing

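No paired analysis was possible because the deposited columns hold 1 value per group and carry no replicate numbers. For the same reason the fits with a replicate block, without each replicate in turn, with another pseudocount in a test of single libraries and with a count-based test were not run, although they had been foreseen. Chosen only after the result was seen were the upper-quartile centring of list medians and of the direction balance, the share of higher loci by name, FPKM and fold, the unadjusted p of Table S5 and the ratios relative to GAPDH. Each locus the authors tested had an FPKM of at least 1 in a group, so that the filter at 1, the adjustment over loci at 1 and the background at 1 changed nothing and say nothing about stability.

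With q under 0.01 the authors' deposited table calls 3003 loci, 1726 higher and 1277 lower, and with loci of a single name at q under 0.05 it calls 2123 higher and 1179 lower. The share of higher loci was 57.6% and moved to 64.3% with loci of a single name, 64.0% at an FPKM of at least 5 and 53.2% at 2-fold or more. It was 57.5% at q under 0.01, and the centrings leave the calls as they are, so that their 57.6% says little.

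At q under 0.01 the calls in the authors' deposited table fell to 0 higher anti-apoptotic BCL2 genes, 3 higher caspase genes, 1 higher and 1 lower gene of the GPR30 signaling list, 3 lower S phase genes and 4 of the 9 genes the paper names as extrinsic. At the same threshold the death receptor list no longer passed the test (one-sided Fisher's exact test, adjusted p = 0.14, between 0.015 and 0.0392 under the other alternatives). Lower calls came to pass the same exact test for ERK output (adjusted p = 0.0337, between 0.12 and 0.146 otherwise) and for housekeeping genes (0.0498, between 0.151 and 0.154 otherwise).

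With loci of a single name, 2 higher noncoding RNAs and 2 higher ribosomal protein genes were left in the authors' deposited table. The adjusted p became 0.0899 for the noncoding RNAs (0.00118 or lower otherwise) and 0.0899 for the metallothioneins (between 0.00578 and 0.0164 otherwise).

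Centring on the upper quartiles turned the median of the ribosomal protein genes to -0.27. Of the named genes, those called in the authors' deposited table kept the sign of their log2 ratio under the other pseudocounts and both centrings. Ratios relative to GAPDH were computed for the genes of the qPCR only. Genes that were not called turn their sign wherever the ratio is smaller than the shift, from -0.16 to 0 with centring on the median, as for GPER1 (0.02) and MAPK3 (0.05), and from 0 to 0.32 with centring on the upper quartiles, as for EEF1A1 (-0.23), so that small ratios of such genes carry no direction. RNA-seq and qPCR had the same sign for 7 of 8 genes. The count is 8 with centring on the median or relative to GAPDH, where MAPK3 is at 1.19, but this is a shift of all ratios that carries a gene without a call past 0, and it is no evidence on how the methods compare. Table S5 holds 23 pathways with an unadjusted p under 0.01.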

Differences from the paper's values

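The comparison with the unadjusted p of Table S5 and that relative to GAPDH were chosen only after the result was seen, and the other alternatives named here were set before the data were examined.

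The paper gives 24 KEGG pathways at a q under 0.01, while 10 of the pathways in its Table S5 have an adjusted p under 0.01. No alternative set before the data were examined applies to this count. With the unadjusted p under 0.01, chosen after seeing the values, the same table holds 23, and all 10 are among these since an adjusted p is never below the unadjusted one.

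For MAPK3 the paper's qPCR ratio is 4.942, with a P(H1) in its Table 2 of 0.162, and the RNA-seq ratio is 0.923. The 95% interval of the qPCR ratio in that table lies wholly above no change, which its P(H1) does not match. The paper's value is not reached under any of the alternatives, with a pseudocount of 0.1, with none, centred on the median or centred on the upper quartiles, nor relative to GAPDH at 2.28. For GREB1 the paper's ratio is 0.128 and the RNA-seq ratio 0.0375, and for RARA the paper's ratio is 0.498 and the RNA-seq ratio 0.254. Both differ under those 4 alternatives set before the data were examined. Relative to GAPDH, a setting chosen after seeing the values, GREB1 is at 0.0925 and RARA at 0.627. These are nearer to the paper's ratios but still outside the 95% intervals of its Table 2. In that setting ESR1 at 0.248, BBC3 at 10.1 and MAP2K2 at 4.13 leave their intervals, so that 3 genes that lay inside are lost. For BAK1 the paper's ratio is 1.879 and the RNA-seq ratio 3.06. Centred on the upper quartiles BAK1 is at 2.45, nearer to the paper's ratio but still above its 95% interval. It also lies above that interval with a pseudocount of 0.1, with none and centred on the median, and at 7.54 relative to GAPDH. Table 2 of the paper states standard error ranges and 95% intervals for these ratios. The paper does not say whether the qPCR used RNA of the sequenced cells, and no spread of RNA-seq replicates was used.

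The paper's results name a threshold of q under 0.01 for its gene counts and its methods another. The counts of 4710 and 2713 are met by q under 0.05 in the authors' deposited table, and not by q under 0.01, which gives 3003 and 1726.

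The paper describes intermediates of extrinsic apoptosis as lower, and the 9 genes it names were all lower in the authors' deposited table. In the list of death receptors, ligands and adaptors 6 genes were higher and 1 was lower of 13 tested. CASP8 and FAS are among the higher genes and also among the p53 genes that the paper reports as higher.

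For RAF1 the paper reports higher expression, and 1 isoform of it is in Table S6. As a whole locus it was not called (log2 ratio 0.54, q = 0.125 in the authors' deposited table).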

Other observations

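The centring of list medians on the upper quartiles, the ratios relative to GAPDH, and the comparison of end amounts in the simulation were chosen only after the result was seen, and the tests on the peaks of the simulation were chosen before.

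Histone genes had 7 of 21 members higher and 1 lower in the authors' deposited table and when adjusted over the list alone (median log2 ratio 0.31, -0.01 when centred on the upper quartiles, percentile 39.2, one-sided Fisher's exact test, adjusted p = 0.134). The linker histone genes HIST1H1C and HIST1H1E rose from 251.3 to 956.7 and from 194.2 to 643.7 FPKM, while HIST1H3B, a histone H3 gene, fell from 285.9 to 124.2. Of 26 genes of autophagy and the lysosome, 7 were higher and 2 lower in the authors' deposited table (9 higher and 2 lower when adjusted over the list alone, median 0.53, percentile 82.8, adjusted p = 0.286). MAP1LC3B, which encodes the autophagosome protein LC3B, rose from 42.2 to 337.2 FPKM, GABARAPL1, its relative, from 1.31 to 10.2 and WIPI1, an early autophagy protein, from 16.96 to 78.6, whereas the lysosomal proteases CTSB and CTSD fell with log2 ratios of -0.92 and -1.08. Of 14 interferon-induced genes 4 were higher and 2 lower in the authors' deposited table (5 higher and 3 lower when adjusted over the list alone, median 0.35, percentile 84.9, adjusted p = 0.395). IRF1, a transcription factor, rose from 10.3 to 67.8 FPKM and IFIH1, a sensor of viral RNA, from 9.19 to 26.1, while IFI6 and IFI27, induced membrane proteins, fell with -1.35 and -1.58.

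Ribosomal protein genes had 6 of 78 members higher and 3 lower in the authors' deposited table and when adjusted over the list alone (median 0.05, -0.27 when centred on the upper quartiles, percentile 1.44, adjusted p = 1), with RPL38 higher at 1.56 and RPL23 lower at -0.79. Of these genes 35 share their locus with small nucleolar RNAs or other genes. The 13 protein genes of the mitochondrial genome are listed at 0 in both groups and were not tested. Of 17 basal and mesenchymal markers 7 were tested, and of these 2 were lower and none was higher in the authors' deposited table (2 higher and 2 lower when adjusted over the list alone, median 0.60, percentile 96.1, adjusted p = 0.308). FN1, the matrix protein fibronectin, fell from 85.2 to 11.7 FPKM and CAV1, the membrane protein caveolin 1, from 33.7 to 4.90. Of 21 markers of fibroblasts, leukocytes and endothelium 2 were tested and none was called in the authors' deposited table or when adjusted over the list alone (median 0.30, -0.02 when centred on the upper quartiles, percentile 50.5, adjusted p = 1), CD68 on a locus with several genes and COL1A1 at 9.84 and 15.1 FPKM. Among 10 genes in common use as references 1 was higher and 3 were lower in the authors' deposited table (1 higher and 4 lower when adjusted over the list alone, median -0.40, percentile 0.52, adjusted p = 0.154). GAPDH was among the lower genes, PPIA, a prolyl isomerase, fell with -0.85, B2M, of the MHC class I complex, rose with 0.65, and ACTB, the cytoskeletal actin, was not called at 0.33.

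Since GAPDH was lower in RNA-seq and served as reference of the qPCR, a qPCR ratio of a gene without change could come out above 1. The ratios relative to GAPDH brought the sign of MAPK3 to that of the qPCR (log2 ratio 1.19), as a shift of all ratios does for a gene without a call, but moved BAK1 to 2.91, BBC3 to 3.33 and MAP2K2 to 2.05, away from the paper's qPCR ratios. The level of GAPDH in the qPCR samples was not analysed here.

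The peak of doubly phosphorylated ERK is higher in the tamoxifen model than in the control model that accompany the paper. The models were integrated here over 5000 time units, with 128 species and 143 reactions each. They differ in the starting amount of ERK, 0.4 in the control and 0.76 in the tamoxifen model. They also differ in the binding and release rates of the ligand of GPR30, which is estradiol or tamoxifen. With the starting amount of the tamoxifen model the control model peaks at 0.7344, as the tamoxifen model does, and with that of the control the tamoxifen model peaks at 0.3795, as the control model does. Without estradiol or tamoxifen the peaks are 0.3794 and 0.7342. All other starting amounts were left as supplied in these runs. The paper's list also gives a starting amount for EGF, the ligand of EGFR, so that these runs need not be free of a stimulus. All of these peaks lie between 94.84 and 96.63% of the starting ERK, so that the peak is close to saturated and cannot show whether estradiol or tamoxifen acts. The amount at the end of the run is not saturated and does show an effect of estradiol or tamoxifen. It is 0.009595 against 0.0007358 without them from the lower start and 0.07069 against 0.04034 from the higher start. These end amounts were the same to the digits given under the rates of either model. At the ligand amount supplied, the binding rates are thereby argued against as the source of the difference between the models. No higher amount of ligand was run. In these equations the starting amount of ERK accounts for the difference in both the peak and the end amount. This holds for the equations and not for the cells. The paper's list of starting amounts, which includes tamoxifen, gives ERK as 0.4. The control model is not without ligand, since it holds estradiol (E2) at 0.00025, the same amount as tamoxifen in its model.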
